# Novel Role of the *ALPI* Gene Associated with Constipation Caused by Complement Component 3 Deficiency

**DOI:** 10.3390/ijms25179530

**Published:** 2024-09-02

**Authors:** Hee Jin Song, Ji Eun Kim, Yu Jeong Roh, Ayun Seol, Tae Ryeol Kim, Ki Ho Park, Eun Seo Park, Jin Tae Hong, Sun Il Choi, Dae Youn Hwang

**Keywords:** complement C3, constipation, microarray analyses, *ALPI*, acetate

## Abstract

Complement component 3 (C3) deficiency has recently been reported as one of the novel causes of constipation. To identify a unique gene specific to constipation caused by C3 deficiency, the total RNA extracted from the mid colon of C3 knockout (C3 KO) mice was hybridized to oligonucleotide microarrays, and the function of the candidate gene was verified in in vitro and in vivo models. C3 KO mice used for microarrays showed definite phenotypes of constipation. Overall, compared to the wild type (WT), 1237 genes were upregulated, and 1292 genes were downregulated in the C3 KO mice. Of these, the major genes included were lysine (K)-specific demethylase 5D (*KDM5D*), olfactory receptor 870 (*Olfr870*), pancreatic lipase (*PNLIP*), and alkaline phosphatase intestinal (*ALPI*). Specifically, the *ALPI* gene was selected as a novel gene candidate based on alterations during loperamide (Lop)-induced constipation and intestinal bowel disease (IBD). The upregulation of *ALPI* expression treated with acetate recovered the expression level of mucin-related genes in primary epithelial cells of C3 KO mice as well as most phenotypes of constipation in C3 KO mice. These results indicate that *ALPI* plays an important role as the novel gene associated with C3 deficiency-induced constipation.

## 1. Introduction

Complement component 3 (C3) is the most important protein that mediates the complement activation process in the classical, alternative, and lectin pathways for innate immune response [1]. During the activation process, this protein is cleaved into C3a and C3b by C3 convertase [2]. The C3a fragment can mediate various physiological responses including the contraction of smooth muscles, enhancement of vascular permeability, release of histamine from the mast cells, and suppression of B cell polyclonal responses through binding to C3a receptors, while the C3b fragments are combined with C3 convertase to form C5 convertase (C4b2a3b or C3bBb3b), which is responsible for assembly of the membrane attack complex (MAC) [3,4,5]. In addition to the above-mentioned roles, the novel function of C3 has recently been investigated in chronic constipation. Some prominent symptoms of constipation associated with stool excretion, gastrointestinal (GI) transit, mucosal layer thickness, and mucin secretion were detected in sixteen-week-old C3 knockout (C3 KO) mice [6]. These mice also showed dysregulation of the composition of neuronal and interstitial cells of Cajal (ICC), the excitatory and inhibitory transmission of the enteric nervous system (ENS), and expression of C3 receptors in the mid colon during C3 deficiency-induced constipation [7]. Significant inflammatory responses were observed in C3 KO mice with constipation phenotypes through activation of the inducible nitric oxide synthase (iNOS)-mediated cyclooxygenase-2 (COX-2) induction pathway, apoptosis-associated speck-like protein containing a caspase recruitment domain (ASC)-inflammasome pathway and the nuclear factor kappa B (NF-κB) signaling pathway [8]. Furthermore, these mice also showed dysbiosis of fecal microbiota with the presence of *Anaerocolumna*, *Caecibacterium*, *Christensenella*, *Prevotellamassilia*, *Reuthenibacterium* and *Prevotella* populations during constipation [9]. Based on these results, several recent studies carried out to elucidate the novel functions of C3 in the pathogenesis and treatment of constipation have received a lot of attention.

Meanwhile, a limited number of studies have focused on the identification of new genes associated with constipation for the development of novel therapeutics for the treatment of constipation. Around 581 upregulated genes and 216 downregulated genes were detected in the mid colon of Sprague Dawley (SD) rats with constipation induced by loperamide (Lop) during the characterization of the global gene profile in response to the laxative effects of aqueous extracts of *Liriope platyphylla* (AEtLP). They included various functional genes such as solute carrier family 9 (sodium/hydrogen exchanger), member 5 (*SLC9A5*), kallikrein-related peptidase 10 (*KLK10*), fibroblast growth factor 15 (*FGF15*), alkaline phosphatase intestinal (*ALPI*), sphingosine kinase 1 (*SPHK1*), angiotensin I-converting enzyme (peptidyl-dipeptidase A) 1 (*ACE*), SET-binding protein 1 (*SETBP1*), serine (or cysteine) peptidase inhibitor, clade A, member 3N (*SERPINA3N*), lipocalin 2 (*LCN2*) and RAS-like, estrogen-regulated, growth-inhibitor (*RERG*) [10]. Also, in the comparative pharmacokinetics analyses of rhein (a natural botanical medicine), alterations to expression of several genes including *LCN2*, guanylate-binding protein 2 (*GBP2*), indolethylamine N-methyltransferase (*INMT*), glucose-6-phosphatase catalytic subunit (*G6PC*), carbon catabolite repression 4-like (*CCRN41*) and cathedrin17 (*CDH17*) were detected in the liver tissue of constipated SD rats after administration of Lop [11]. Furthermore, genes that were differentially expressed between irritable bowel syndrome (IBS) patients with constipation and healthy controls were detected in the sigmoid colon. Among them, some genes such as T cell differentiation protein (*MAL*), cadherin 16 (*CDH16*), tight junction-associated protein 1 (*TJAP1*), and NADPH oxidase 4 (*NOX4*) were upregulated in the IBS-constipation (IBS-C) group, while other genes such as damage-specific DNA-binding protein 1 (*DDB1*) and CUL4-associated factor 1 (*DCAF1*), aldehyde dehydrogenase 9, family member A1 (*ALDH9A1*), synaptosome-associated protein 47 (*SNAP47*), palladin, cytoskeletal-associated protein (*PALLD*) and NK3 homeobox 1 (*NKX3-1*) were downregulated in the same group [12]. However, no studies to date have attempted to identify the novel genes that play an important role in C3 deficiency-induced constipation despite scientific evidence that C3 deficiency is an important cause of constipation.

In this study, we have attempted to identify a novel gene in response to the C3 deficiency-induced constipation through characterization of changes in the global gene profile. Subsequently, the function of the key gene candidates was further verified by a recovery study in the intestinal epithelial cells of C3 KO mice with constipation phenotypes.

## 2. Results

### 2.1. Verification of C3 Deficiency-Induced Constipation in C3 KO Mice

First, we confirmed the constipation phenotypes in C3 KO mice to obtain suitable colon samples for microarray analysis although they have been reported in previous studies. Especially, the verification of constipation phenotypes of mice used in this study is very important to provide a scientific justification for the changes in the global gene expression. To achieve this, the alterations in the stool parameters, GI transit, and the histological structure of mid colon were analyzed in sixteen-week-old wild-type (WT) and C3 KO mice. The number and water content of stools were lower by 52% and 43%, respectively, in the C3 KO mice compared to the WT mice (Figure 1A). A similar pattern was detected in the transit ratio of the charcoal meal and the colon length. These levels were decreased by 29% and 19%, respectively, in the C3 KO mice compared to the WT mice (Figure 1B). Also, the C3 KO mice showed a decrease in mucosal and muscle layer thickness when compared to those of the WT mice (Figure 1C). Therefore, these results suggest that sixteen-week-old C3 KO mice were prominent constipation phenotypes. Furthermore, the above results indicate that these mice with chronic constipation caused by C3 deficiency are suitable for the characterization of the genetic profile.

### 2.2. Characterization of the Changes in the Global Gene Expression Using the Mid Colon Tissue in C3 Deficiency-Induced Constipation

To characterize the changes in the global gene expression in response to C3 deficiency-induced constipation, the total RNA extracted from the mid colon tissue of the sixteen-week-old C3 KO mice was hybridized into oligonucleotide microarrays. 

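The expression values come from 2 oligonucleotide microarrays, 1 hybridized with a mid colon RNA sample for WT and 1 with a sample for C3 KO. The text used here does not say whether a sample holds RNA of 1 mouse or of several. The C3 gene, which encodes the central component of complement and lies on chromosome 17 of GRCm38 from 57203973 to 57228136, had a level of 8.15 in the WT array and 6.80 in the C3 KO array, a log2 difference of -1.35. Which part of the gene is deleted is not described in the text used here, so the C3 probes are a limited check of the genotype. Genes of smooth muscle and of general cell upkeep had similar levels in both arrays: 0 of 16 smooth muscle genes and 0 of 16 housekeeping genes differed by 1.5-fold or more.
The Mouse Gene 2.0 ST array measures each transcript cluster, which stands for a gene or a transcript, with several short probes. The authors normalized the signals by RMA, which corrects the background, gives both arrays nearly the same distribution and reports log2 values, so that a difference of 1 is a 2-fold change. Of 41345 probe sets, 33793 are transcript clusters of the main category, and the rest are controls and other special sets. The median level was 5.51 in the WT array (interquartile range 4.27 to 6.92) and 5.46 in the C3 KO array (4.22 to 6.95). For 23 background probe sets that match no mouse transcript, the median was 4.20 in the WT array and 3.99 in the C3 KO array, and 23.8% and 21.0% of the clusters lay below these values. With 1 array per group there is no error between mice, so no test was made and differences are described as folds, without a p-value. The sample records give the distal colon as the tissue and the mid colon in the extraction step, and the paper's term, mid colon, is used.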

First, the differential distribution of the global genes between the WT mice and C3 KO mice was confirmed in the normalized data using a volume plot and scatter plot. Genes that upregulated and downregulated more than 1.5-fold were successfully distributed between the two groups, and five genes with high fold changes, including transglutaminase 3, E polypeptide (*TGM3*), carbonic anhydrase 1 (*CAR1*), chymotrypsin-like elastase family, member 1 (*CELA1*), resistin-like beta (*RETNLB*) and immunoglobulin kappa chain variable 21 (*IGK-V21*), were detected in the volume plot (Figure 2A,B). 

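The volume is a measure of level, the geometric mean of the 2 log2 values, so the plot places genes with a strong signal at its top. Of the clusters that differed by 1.5-fold or more, Igk-V21, Retnlb, Tgm3, Car1 and Cela1 had the 5 largest volumes. Car1, a carbonic anhydrase of the colonic surface epithelium, was 2.15-fold lower in the C3 KO array (11.51 in WT and 10.40 in C3 KO). Tgm3, an enzyme that cross-links proteins, was 1.54-fold higher, and the immunoglobulin light chain segment Igk-V21 was 1.52-fold higher. Cela1, a pancreatic elastase, was 9.61-fold lower, with a level of 12.61 in WT and 9.35 in C3 KO. By the size of the fold, these genes ranked 335 (Car1), 2069 (Tgm3), 2297 (Igk-V21), 44 (Cela1) and 202 (Retnlb) among the 2529 clusters. After loess centring, the log2 differences of Tgm3 and Igk-V21 were 0.57 and 0.55, below the 1.5-fold threshold of 0.58.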

Based on the above comparison, the differentially expressed gene (DEG) (|Fold change (FC)| ≥ 1.5) between the WT and C3 KO mice were detected and these comprised 2529 genes that responded to constipation from the pool of total filtered genes (33,793). Among these, 1237 genes were upregulated, and 1292 genes were downregulated in the C3 KO mice compared to the WT mice. On the other hand, statistical significance was detected in only 545 genes out of the 2529 DEG if cut off value was set to more than 2. These genes exhibited 226 upregulations and 229 downregulations (Table 1, Figure 2C and Supplement Figure S1).

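Transcripts with a strong signal differed least between the WT and C3 KO arrays. Of 686 transcript clusters with a mean level of 10 or more, 6 were higher and 8 were lower in the C3 KO array. Besides the genes with the largest volumes, they include Slc40a1, the iron exporter ferroportin (1.68-fold higher), Sprr2a3, a small proline-rich protein of epithelia (1.95-fold higher), and Dmbt1, a secreted mucosal scavenger protein (2.03-fold lower). Slc40a1, Sprr2a3 and Dmbt1 were chosen after their values were seen. Of 7047 clusters with a mean level below 4, 13.0% differed by 1.5-fold or more, against 2.04% of those at 10 or more. The share over all levels was 7.48%. In simulated pairs of arrays, the noise was set from the spread of the observed differences at each level, which includes any real changes. With it, 4.49% of unchanged clusters of all levels passed the 1.5-fold threshold, which is not a measured rate of false calls. Changes were given only to clusters with a level of 6 or more. Of these, 46% passed with a true 1.5-fold change and 98% with a true 2-fold change.

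**Figure D1:**
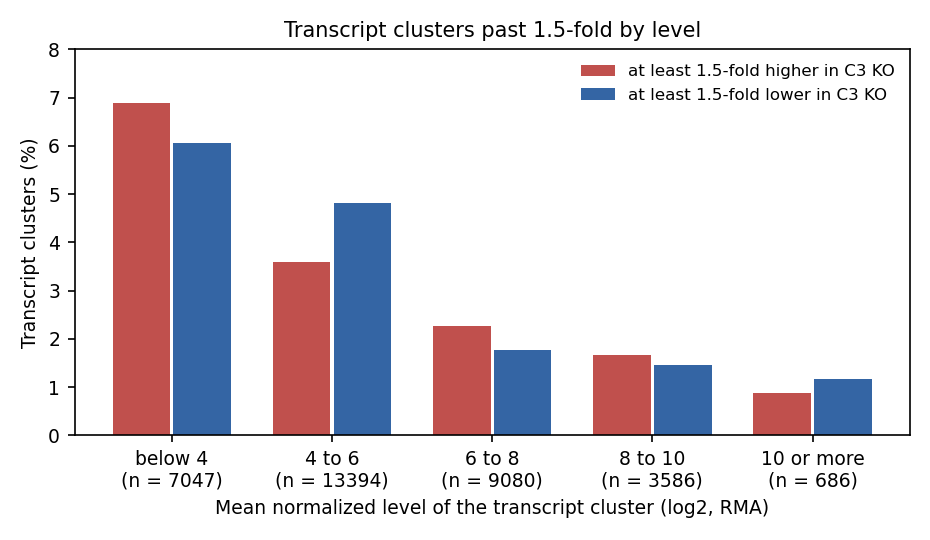
Share of transcript clusters, in percent, that were at least 1.5-fold higher or lower in the C3 KO array than in the WT array, by mean normalized level (log2, RMA). The share falls from 13.0% below a level of 4 to 2.04% at 10 or more, both directions taken together.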

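The clusters that were at least 2-fold different include genes of the epithelium and of other tissues. Cldn4, a tight junction claudin (2.74-fold higher), Slc30a10, a manganese transporter (2.74-fold higher), and Scel, a protein of stratified epithelia (2.79-fold higher), were among the epithelial genes, and these 3 were chosen after their values were seen. Pancreatic acinar genes made up 38 of the 455 clusters, and Y-linked genes with Xist 5. Another 38 clusters have no gene symbol, and 171 had a mean level below 4. At 3-fold or more, 37 clusters were higher and 71 were lower, and 36 of these 71 clusters (50.7%) belong to 33 pancreatic acinar genes. Without the acinar genes, the Y-linked genes and Xist, a choice made after the values were seen, 34 clusters were at least 3-fold lower. Of clusters with a mean level of 6 or more, 41 were at least 2-fold higher and 87 at least 2-fold lower.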

Based on the PANTHER/X ontology analyses, 2529 genes with an FC of more than 1.5 were classified into 20 Gene Ontology (GO) categories after dividing them into upregulated genes and downregulated genes. The upregulated genes included various GO categories, such as immunoglobulin chain (30 genes), response to chemicals (21 genes), molecular transducer activity (16 genes), biological regulation (13 genes), and cell periphery (11 genes). Also, differences in the GO categories including predicted gene (50 genes), immunoglobulin chain (23 genes), response to chemical (22 genes), cell periphery (21 genes), and molecular transducer activity (20 genes) were detected in the downregulated genes (Table 2). Furthermore, each gene was characterized from the lists of total genes upregulated and downregulated in the C3 deficiency-induced constipation in the mid colon of the C3 KO mice. 

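Immunoglobulin genes differed in both directions. Of 245 transcript clusters described as immunoglobulin, 54 were at least 1.5-fold higher and 25 at least 1.5-fold lower in the C3 KO array, or 28 and 11 at 2-fold. Among the variable segments, which each clone of B cells or plasma cells uses in its own combination, 26 of 103 Igkv genes were higher and 13 lower, and 17 of 99 Ighv genes were higher and 8 lower. B cell genes were higher as a group: 4 of 19 were at least 1.5-fold higher and 0 lower. They include Ms4a1, which encodes the B cell surface antigen CD20 (2.46-fold higher), Bank1, an adaptor of B cell receptor signaling (1.97-fold higher), and Pax5, the transcription factor of B cell identity (1.69-fold higher as the mean of 2 clusters). With the brightest cluster of each gene, 3 B cell genes were higher. Of 11 plasma cell genes, 0 were higher and 2 were lower, Derl3 (2.34-fold) and Fkbp11 (2.04-fold). These 2 act in the endoplasmic reticulum, and 8 of 22 genes of endoplasmic reticulum folding and the amino acid response were lower together with the pancreatic acinar genes, so their difference need not come from plasma cells. Predicted genes (7043 clusters) numbered 84 higher and 53 lower at 2-fold, and clusters without a symbol 17 higher and 21 lower. Variable segments are alike in sequence and may share signal on the array. Of the B cell genes with a mean level of 6 or more, 1 was higher.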

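The genes with the largest folds higher in the C3 KO array were Y-linked. Of 9 Y-linked genes on the array, Eif2s3y (2.97 in WT and 7.86 in C3 KO), Uty (3.78 and 8.40), Kdm5d (3.56 and 7.82) and Ddx3y (5.18 and 7.68) were higher in the C3 KO array. Xist, the noncoding RNA that coats the inactive X chromosome in female cells, went the other way, with a level of 10.35 in WT and 3.81 in C3 KO. Eif2s3y, Uty and Kdm5d in the WT array and Xist in the C3 KO array lay below the background medians, so the sizes of their folds are not exact. The X-linked partners of the Y-linked genes had a median log2 difference of -0.15, and 0 of 7 differed by 1.5-fold or more. Kdm5c, the X-linked partner of Kdm5d, had a log2 difference of -0.49, and Kdm6a, the partner of Uty, -0.41. Apart from Y-linked genes, the 10 genes with the largest folds hold immunoglobulin variable segments, among them Igkv6-32 (3.08 in WT and 6.07 in C3 KO) and Ighv1-80 (6.28 and 9.14), and Olfr870 (2.68 and 5.19), and both Igkv6-32 and Olfr870 were below the background median in WT. Hoxd13, a homeobox gene of the posterior gut, was 4.18-fold higher, while of 12 posterior Hox genes 2 were higher and 1, Hoxc13, was lower (2.15-fold). The sex of the mice used for the arrays is not given in the text used here. Zfy2, the 1 Y-linked gene that was at least 1.5-fold lower, was below the background median in both arrays.

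**Figure D2:**
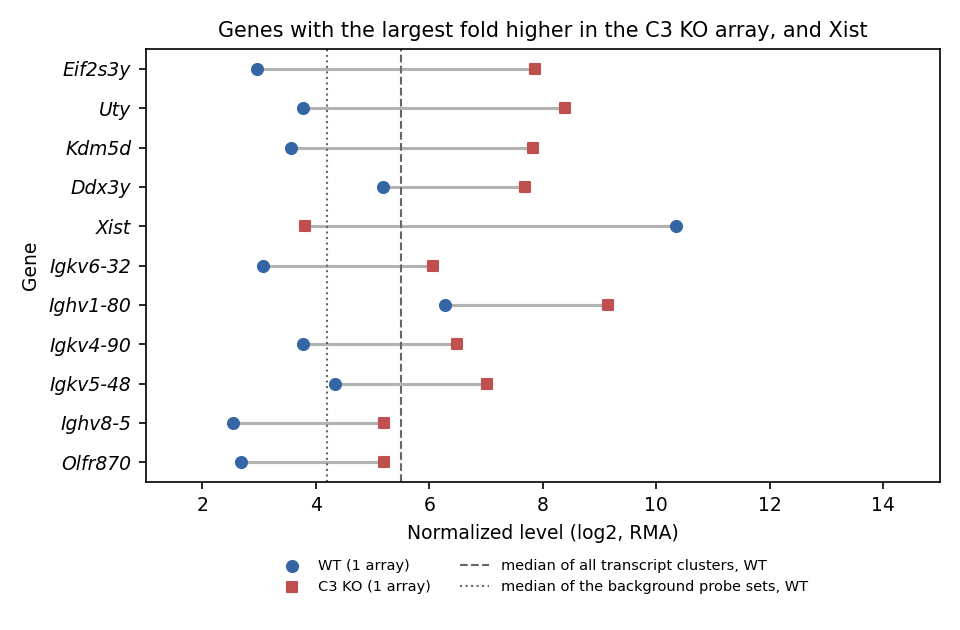
Normalized level (log2, RMA) of the 10 genes with the largest fold higher in the C3 KO array and of Xist, with WT as circles and C3 KO as squares, 1 array each. Eif2s3y moves from 2.97 to 7.86 and Xist from 10.35 to 3.81. The dashed line is the WT median of all transcript clusters (5.51) and the dotted line the WT median of the background probe sets (4.20).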

Of the 226 upregulated genes, the largest difference was detected in eukaryotic translation initiation factor 2 subunit 3 and structural gene Y-linked (*Eif2s3y*) genes (29.68-fold), followed by ubiquitously transcribed tetratricopeptide repeat containing, Y-linked (*UTY*, 24.65-fold), lysine demethylase 5D (*KDM5D*, 19.14-fold), immunoglobulin kappa variable 6-32 (*IGKV6-32*, 7.94-fold), olfactory receptor 870 (*Olfr870*, 5.71-fold), and DEAD-box helicase 3 Y-linked (*DDX3Y*, 5.65-fold) (Table 3 and Supplementary Table S1). Also, 229 downregulated genes, including pancreatic lipase (*PNLIP*, -658.36-fold), carboxyl ester lipase (*CEL*, -476.60-fold), carboxypeptidase B1 (*CPB1*, -257.26-fold), chymotrypsin-like (*CTRL*, -214.25-fold), pancreatic lipase-related protein 1 (*PNLIPRP1*, -205.18-fold), and regenerating islet-derived 1 (*REG1*, -187.41-fold) were downregulated in C3 deficiency-induced constipation (Table 4 and Supplementary Table S2). 

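The genes with the largest folds lower in the C3 KO array encode digestive enzymes of the pancreatic acinar cell. All 35 acinar genes that the paper's tables print, chosen with those values in view, were at least 1.5-fold lower in the C3 KO array, with a median log2 difference of -5.69. Pnlip, the pancreatic lipase, had a level of 12.72 in WT and 3.36 in C3 KO. Cel, Cpb1 and Ctrl went from 12.95, 12.51 and 12.83 to 4.06, 4.50 and 5.08. Amy2a5, a pancreatic amylase, and Ctrb1, a chymotrypsinogen, were among the strongest signals of the WT array, at 13.26 and 13.30, and stood at 5.86 and 6.31 in the C3 KO array. In the C3 KO array, 11 of the 35 lay below the median of the background probe sets, so the sizes of their differences are not exact, and in the WT array 0 did.
Of 12 further acinar genes, which the tables do not print, 5 were at least 1.5-fold lower and 0 higher, with a median log2 difference of -0.51. They include Ptf1a and Bhlha15, transcription factors of the acinar cell, 1.71-fold and 1.60-fold lower. Genes of protein folding in the endoplasmic reticulum and of the amino acid response, which are abundant in secretory cells, were lower with them: 8 of 22 were at least 1.5-fold lower and 0 higher, led by Ero1lb (3.02-fold) and Aldh1l2 (2.70-fold). Of 17 genes of the pancreatic islets, 2 were lower, Ins1 (1.57-fold) and Slc30a8, which lay below the background medians in both arrays, and 0 were higher.

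**Figure D3:**
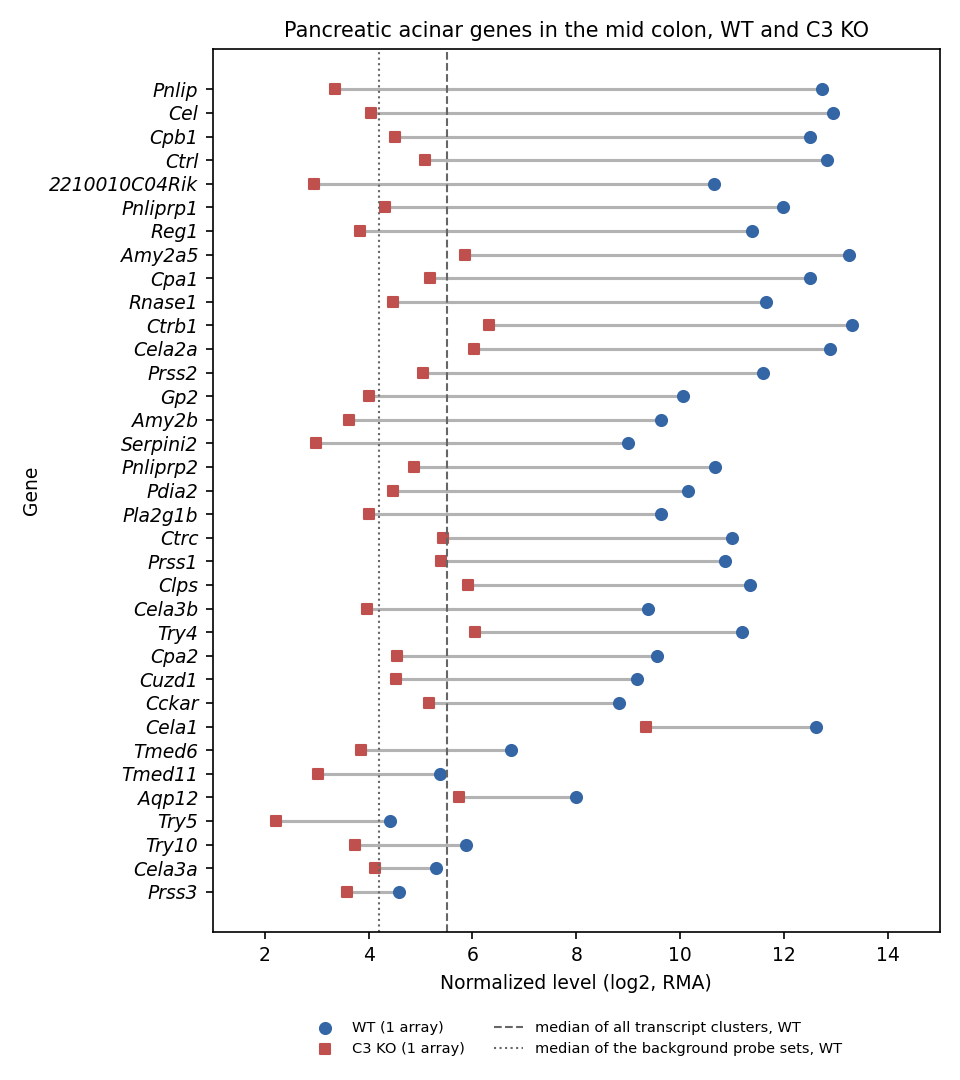
Normalized level (log2, RMA) of the 35 pancreatic acinar genes that the paper's tables print, with WT as circles and C3 KO as squares, 1 array each. Every gene is lower in C3 KO, from -9.36 for Pnlip to -1.00 for Prss3 on the log2 scale. The dashed line is the WT median of all transcript clusters (5.51) and the dotted line the WT median of the background probe sets (4.20).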

Taken together, these results provide the gene profile in animal models with C3 deficiency-induced constipation.

### 2.3. Reliability of the Expression of Differential Genes Detected in the Microarray Analysis

We confirmed the reliability of the gene expressions obtained from the microarray analysis. To achieve this, the expression level of two upregulated genes (endothelin-1; *EDN1* and neurexophilin and PC-esterase domain family member 4; *NXPE4*) and two downregulated genes (*RETNLB* and *ALPI*) were measured by RT-qPCR analyses. 

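On the arrays, Edn1 had a level of 8.06 in WT and 9.10 in C3 KO, and Nxpe4 a level of 6.07 in WT and 7.07 in C3 KO. Retnlb, a goblet cell protein, was at 12.02 in WT and 10.74 in C3 KO, and Alpi, the intestinal alkaline phosphatase, at 7.42 in WT and 6.37 in C3 KO. The paper names these genes as higher or lower on the same arrays, so their directions here follow from that choice. With 1 array per group, the levels carry no error between mice.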

The expression patterns of these genes were completely reflected in those observed from the microarray analysis of the mid colon in C3 deficiency-induced constipation, although the alteration rate varied. The expression level of the *EDN1* and *NXPE4* genes was increased in the C3 KO mice compared to the WT mice, while those of *RETNLB* and *ALPI* were decreased in the same group (Figure 3).

### 2.4. Biological Functions of Genes Associated with C3 Deficiency-Induced Constipation

To identify the biological functions of the genes associated with C3 deficiency-induced constipation, a Kyoto Encyclopedia of Genes and Genomes (KEGG) pathways analysis was conducted on 1237 upregulated genes and 1292 downregulated genes. Among these 2529 genes, the largest number of genes (150 genes) were related to olfactory transduction. Also, these analyses showed that some of these genes were related to ten important pathways, including olfactory transduction, pancreatic secretion, protein digestion and absorption, neuroactive ligand–receptor interaction, microRNAs in cancer, complement and coagulation cascades, fat digestion and absorption, neutrophil extracellular trap formation, calcium signaling pathway and systemic lupus erythematosus (Figure 4A). Specifically, several DEGs such as vitronectin (*VTN*), *C3*, *C4A*, CD59b antigen (*CD59b*), integrin alpha X (*ITGAX*), fibrinogen alpha chain (*FGA*), coagulation factor III (*F3*), CD55 molecule, decay accelerating factor for complement (*CD55*), kininogen 1 (*KNG1*), complement C3d receptor 2 (*CR2*), *C7*, fibrinogen gamma chain (*FGG*) and peptidase inhibitor, clade A, member 1C (*SERPINAL1C*) belonged to the neuroactive ligand–receptor interaction pathway (Figure 4B). In addition, the complement and coagulation cascades pathway included several marker genes including *2210010C04Rik*, *Protease*, serine 2 (*PRSS2*), amylase alpha 2B (*AMY2B*), *PRSS1*, trypsin (TRY)4, cholecystokinin A receptor (*CCKAR*), *TRY5*, *TRY10*, gamma-aminobutyric acid A receptor, subunit alpha 4 (*GABRA4*), glucagon-like peptide 1 receptor (*GLP1R*), *1810009J06Rik*, *C3*, adrenergic receptor, alpha 1d (*ADRALD*), *PRSS3*, trace amine-associated receptor 7D (*TAAR7D*) and *9230113P08Rik* for GI-related diseases (Figure 4C). Therefore, these results suggest that the DEGs associated with C3 deficiency-induced constipation are closely associated with olfactory transduction, neuroactive ligand–receptor interaction, microRNAs in cancer, pancreatic secretion, protein digestion and absorption, and the calcium signaling pathway.

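Olfactory receptor genes, a large family of smell receptors, were dim in the colon and differed in both directions. Of 1143 olfactory receptor transcript clusters, 84 were at least 1.5-fold higher and 68 at least 1.5-fold lower in the C3 KO array, and their median log2 difference was 0.00. Their median level was 3.26, and 853 (74.6%) had a mean level below the median of the background probe sets. Of the 15 with a mean level of 6 or more, 1 differed by 1.5-fold. In all, 13.3% of the clusters passed 1.5-fold, against 11.9% of other clusters matched on level. The share was 17.9% for level-matched clusters from a pool limited to clusters with few probes. That pool was capped and not matched on the number of probes, so it can hold clusters with fewer probes than the receptors. The KEGG pathway of olfactory transduction holds 152 of the 1.5-fold different genes in the authors' deposited table, and 149 of them are olfactory receptors. Among clusters with a mean level of 4 or more, 28 olfactory receptor clusters were higher and 24 were lower.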

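Pancreatic enzymes fill the digestive pathways. The authors' deposited table lists for each pathway only the genes that passed 1.5-fold, and the genes counted here are those and not the whole pathway. Of the 28 genes listed for pancreatic secretion in the authors' deposited table, 23 are acinar genes, and for protein digestion and absorption 15 of the 22 listed. Of the 11 listed in the authors' deposited table for fat digestion and absorption, 6 are acinar genes, next to Abcg5 and Abcg8, the sterol exporters (1.51-fold and 1.56-fold higher). The neutrophil extracellular trap and systemic lupus erythematosus pathways share histone genes among their listed genes, of which Hist1h4d was 2.52-fold higher. The genes listed for microRNAs in cancer are mostly microRNA genes, among them Mir192 (2.29-fold higher) and Mir200b (2.14-fold higher), both of gut epithelium, and Mir26a-1 (2.20-fold lower). Of the 30 genes listed, 19 had a mean level below 5. Of all 563 genes with a Mir symbol, 51 were at least 1.5-fold higher and 45 lower, with a median log2 difference of 0. Of the genes listed for calcium signaling, Hgf (1.92-fold) and Pdgfd (1.86-fold) were higher and the others were lower. Abcg5, Abcg8, Hist1h4d, the microRNA genes, Hgf and Pdgfd were chosen after their values were seen.
The authors' deposited table gives 85 genes higher and 67 lower for olfactory transduction (p = 1.47e-75), 1 and 27 for pancreatic secretion (p = 9.26e-21), and 0 and 22 for protein digestion and absorption (p = 1.36e-14). For microRNAs in cancer the authors' deposited table gives 19 and 11 (p = 2.19e-11), for fat digestion and absorption 3 and 8 (p = 1.93e-08), for neutrophil extracellular trap formation 14 and 4 (p = 2.83e-06), for the calcium signaling pathway 2 and 17 (p = 4.9e-06), and for systemic lupus erythematosus 10 and 4 (p = 2.07e-05). These p-values compare numbers of genes and not mice. They start from lists that differ by fold in 1 pair of arrays.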

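Genes of complement and coagulation went both ways. Vtn, which encodes vitronectin, was the most changed of them, 5.72-fold lower in the C3 KO array, and C4a (1.62-fold) and Cd59b (1.57-fold) were lower as well. C7, a component of the membrane attack complex, was 2.31-fold higher and Fga, a chain of fibrinogen, 1.54-fold higher. Serpina1c, a protease inhibitor of plasma, Fgg, another fibrinogen chain, and Kng1 were higher too, by sizes that are not exact because they lay below the background median of 4.20 in the WT array. Vtn, Serpina1c, Fgg and Fga belong to the hepatocyte and plasma protein genes. Of these 38 genes, Vtn was the 1 that was lower, and 22 were at least 1.5-fold higher, or 7 at a minimum level of 6 and 14 with clusters that match 1 locus, a choice made after the data were seen. F3, which starts coagulation, Cr2 and Itgax were 1.57-fold, 1.68-fold and 1.52-fold higher. Of 35 complement genes, 3 were at least 1.5-fold higher, 4 were lower and 28 stayed within 1.5-fold, with a median log2 difference of 0.12, at percentile 99.1 of random gene lists matched on level. For complement and coagulation cascades, the authors' deposited table lists 10 genes higher and 5 lower (p = 1.34e-08). Cd55 has 2 transcript clusters, and its mean log2 difference of 0.50 stays below 1.5-fold, while its brighter cluster had 0.73. Of the 15 genes past 1.5-fold that the authors' deposited table lists for the pathway, 8 had a mean level below 5, Fga, Fgg, Kng1 and Serpina1c among them.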

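Trypsins were lower, and so were some of the receptors that the paper names with them. The trypsin genes Prss1 (44.5-fold), Try4 (35.2-fold), Try5 (4.59-fold), Try10 (4.38-fold) and Prss3 (2.00-fold) were lower in the C3 KO array, and so were 2210010C04Rik (208-fold), a further trypsin gene, and 1810009J06Rik (2.64-fold). Amy2b, a pancreatic amylase that KEGG places in pancreatic secretion, was 64.6-fold lower. In the C3 KO array Try5, Try10, Prss3, 2210010C04Rik and Amy2b lay below the background median of 3.99, so the sizes of their folds are not exact. Among the receptors, Cckar, the cholecystokinin receptor of acinar cells, was 12.7-fold lower, Glp1r 2.76-fold and Adra1d 2.07-fold lower, and Gabra4 fell to below the background median. Taar7d was higher, from below the background median in WT, and 9230113P08Rik lay below the background medians in both arrays. Of the 36 genes past 1.5-fold that the authors' deposited table lists for neuroactive ligand-receptor interaction, 8 are acinar genes and all of those were lower, and of the other 28 genes 8 were higher and 20 were lower. The authors' deposited table gives this pathway 8 genes higher and 28 lower (p = 1.25e-12). The mean level was below 5 for 21 of the 36.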

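From the KEGG analysis, the paper proposes a close link of its differentially expressed genes with olfactory transduction, neuroactive ligand-receptor interaction, microRNAs in cancer, pancreatic secretion, protein digestion and absorption, and calcium signaling. Of 299 KEGG pathways in the authors' deposited table, 75 have a p below 0.05 and 39 an FDR below 0.05.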

### 2.5. Selection of the ALPI Gene as a New Treatment Target for C3 Deficiency-Induced Constipation and Verification of Its Function in Acetate-Treated Epithelial Cells

Next, we tried to identify the novel target gene associated with C3 deficiency-induced constipation based on the changes in the global gene expression in the colon. 

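Alpi belongs to a small group of enterocyte genes that were lower in the C3 KO array. Of 26 genes of the small intestinal enterocyte, 6 were at least 1.5-fold lower: Fabp2, a fatty acid binding protein (3.20-fold), Isx, a homeobox regulator of vitamin A metabolism (3.15-fold), Slc13a1, a sulfate transporter (2.77-fold), Lct, lactase (2.19-fold), Anpep, aminopeptidase N (1.67-fold), and Alpi. Apoa1, an apolipoprotein, was 1.70-fold higher, and the other 19 stayed within 1.5-fold. The median log2 difference of the 26 genes was -0.05, at percentile 25.6 of random gene lists matched on level. Among 21 of these genes that the paper's tables do not print, 1 was higher and 1 was lower. Lct, at 5.28 in WT and 4.15 in C3 KO, is close to the background level.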

Among all the altered expression of gene, the *ALPI* gene was selected as the novel functional gene for constipation because the expression level of this gene was downregulated in Lop-induced constipation and C3 deficiency-induced constipation as well as the fact that the deficiency of the protein encoded by *ALPI* had been investigated as the cause of inflammatory bowel disease (IBD) [10,13]. Thus, the expression of the *ALPI* gene and its effects on mucin secretion ability and water retention capacity in C3 deficiency-induced constipation was first investigated in the epithelial cells derived from the C3 KO mice. Hence, alterations in the expression levels of the mucin (*MUC*) and aquaporins (*AQP*) genes were analyzed in C3-deficient epithelial cells after acetate treatment because in an earlier study 1 mM acetate treatment successfully induced the expression of the *ALPI* gene in pluripotent stem cell derived intestinal epithelial cell layers [14]. Briefly, the successful isolation of epithelial cells from the colon of C3 KO mice was verified by the detection of a high level of receptor protein kinase (*C-kit*) mRNA compared to that of muscle cells (Figure 5A). The expression level of the *ALPI* gene was lower in the epithelial cells derived from the C3 KO mice than in those from the WT mice. However, these levels were remarkably enhanced to levels above those of the WT mice cells after the acetate treatment (Figure 5B). These results show that the acetate-treated epithelial cells from C3 KO mice were suitable for analyzing the recovery effects of the *ALPI* gene during C3 deficiency-induced constipation. Furthermore, the expression levels of mucin, cell surface-associated (*MUC1*), oligomeric mucus/gel-forming (*MUC2*), Kruppel-like factor 4 (*KLF4*), *AQP3*, and *AQP8* genes were significantly increased in the epithelial cells during the upregulation of the acetate-induced *ALPI* gene (Figure 5C). Therefore, all the results from the study in epithelial cells suggest that the upregulation of *ALPI* expression may be tightly linked to the improvement of C3 deficiency-induced constipation.

### 2.6. Verification of the ALPI Gene as a New Treatment Target for C3 Deficiency-Induced Constipation in Acetate-Treated C3 KO Mice

Finally, we verified whether the improvement of C3 deficiency-induced constipation due to *ALPI* upregulation in acetate-treated epithelial cells could be reproduced in the C3 KO mice. To achieve this, alterations in the excretion parameters, GI motility, histological structure of the mid colon, mucin secretion ability, and water retention capacity were analyzed in the C3 KO mice treated with 50 mg/kg acetate for 24 h. First, the transcription levels of the *ALPI* gene and the expression level of ALPI proteins were upregulated in the mid colon of the acetate-treated C3 KO mice when compared with the vehicle-treated C3 KO mice (Figure 6A,B). Also, the decrease in the number and water content of the stools in the vehicle-treated C3 KO mice significantly recovered after acetate treatment, although the recovery rate was not completed (Figure 7A). Furthermore, similar recovery patterns in acetate-treated mice were detected in GI motility, colon length, and the histological structure of the colon. The transit ratio of the charcoal meal and the colon length were lower in the vehicle-treated C3 KO mice than in the untreated WT mice. However, these levels were remarkably increased in the acetate-treated C3 KO mice compared to the vehicle-treated C3 KO mice (Figure 7B). The acetate treatment in C3 KO mice with constipation phenotypes induced an increase in the thickness of the mucosa and the muscle layer although these did not fully recover to normal levels (Figure 7C). Moreover, the markers for mucin secretion ability and water retention capacity showed similar alteration patterns after acetate treatment. The decrease in *MUC1*, *MUC2*, *AQP3*, and *AQP8* expression was seen in C3 KO mice recovered after the acetate treatment (Figure 8A–D). Taken together, the results of the above study suggest that the upregulation of *ALPI* expression could contribute to the improvement of C3 deficiency-induced constipation in C3 KO mice. In addition, these results suggest that alterations in the *ALPI* gene expression can act as one of the novel causes of C3 deficiency-induced constipation.

## 3. Discussion

C3 deficiency-induced constipation is being actively studied in the context of inflammatory response, regulatory mechanism of ENS, gut microbiota composition, and application of therapeutic drugs [7,8,9,15]. However, many additional studies are needed to understand the pathophysiological mechanisms associated with constipation due to C3 deficiency and the therapeutic targets for its management in animal models. This study aimed to supplement the current insufficient scientific evidence available on the subject. We sought to identify new genes and their functions associated with C3 deficiency-induced constipation. In this study, the alterations in the global gene expression were characterized in the mid colon of sixteen-week-old C3 KO mice with the constipation phenotype. Among the genes characterized, the *ALPI* gene was selected, and its function was analyzed in primary epithelial cells and C3 KO mice. Our results provide novel scientific information on the gene profiles associated with C3 deficiency-induced constipation, even though various genes whose functions remain unidentified have also been included in this list. In addition, these results suggest for the first time that the *ALPI* gene has an important function in the pathogenesis of constipation, although further clinical studies are needed to establish this.

Even though various studies are being conducted on the treatment of constipation of varied etiology, the alterations in the global gene expression in response to the constipation phenotypes have been characterized in only two studies in animals and patients. Approximately 797 genes (581 upregulated and 216 downregulated) were differentially expressed in the mid colon of Lop-induced constipation in rats. Among them, the major genes in the downregulated category included *SLC9A5*, *KLK10*, *FGF15*, and *ALPI*, whereas the major genes in the regulated category were cytochrome P450 (CYP) 2B2 (*CYP2B2*), *ACE*, *G6PC*, and *SETBP1* [10]. Also, a similar characterization of the global gene expression was analyzed in IBS patients with constipation (IBS-C). Approximately 1270 genes (False discovery rate (FDR) < 0.05) were detected as DEGs between IBS-C vs. age-/sex-matched healthy controls (HCs). Five genes including aldehyde dehydrogenase 9, family member A1 (*ALDH9A1*), claudin 15 (*CLDN15*), enhancer of zeste 2 polycomb repressive complex 2 subunit (*EXH2*), ring finger protein 19A, RBR E3 ubiquitin protein ligase (*RNF19A*), and YIP1 interacting factor homolog B, membrane trafficking protein (*YIF1B*) showed significant positive correlations between the microarray and nCounter^®^ values [12]. In the current study, the global gene expression in the mid colon was compared between C3 KO mice with constipation phenotypes and WT mice. 

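In the mid colon, gene lists for most cell types of the gut wall had similar levels in both arrays. Among the exceptions were goblet cell genes (7 of 24 lower), mature colonocyte genes (5 of 28 lower and 2 higher) and B cell genes (4 of 19 higher). The paper prints all of the lower colonocyte genes and most of the lower goblet cell genes, and these folds had been seen when the lists were set. No gene of 16 for smooth muscle, of 4 for interstitial cells of Cajal, of 12 for enteroendocrine cells, of 14 for crypt stem cells and proliferation, or of 15 receptors of gastrointestinal motility differed by 1.5-fold. Of 26 genes of enteric neurons and glia, 1 was lower, S100b. Of 18 genes of T and NK cells, 1 was lower, Cd2, and of 18 genes of macrophages and granulocytes, Itgax was higher and S100a8, below the background medians in both arrays, was lower. None of 11 inflammation genes, among them Nos2, Ptgs2, Pycard and Nfkb1 of the pathways that the introduction names, differed by 1.5-fold. The introduction cites an earlier study of C3 KO mice for the activation of these pathways, which RNA levels of 1 pair of arrays do not measure. Of the 11 genes, 3 lay below the background median in the WT array and 2 in the C3 KO array. Ano1, the chloride channel of interstitial cells of Cajal, had a log2 difference of 0.50 and Kit -0.15. Chrm3, a muscarinic acetylcholine receptor, had -0.56 and Htr4, a serotonin receptor of gut motility, 0.23. Of 34 gene lists, the median of 3 lay above and that of 11 below the middle 95% of 10000 random gene lists matched on level. The 11 include the acinar genes that the paper's tables print and the genes its text names, which were not chosen independently of these arrays. Genes of the same list may also move together, which random lists of unrelated genes do not allow for.

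**Figure D4:**
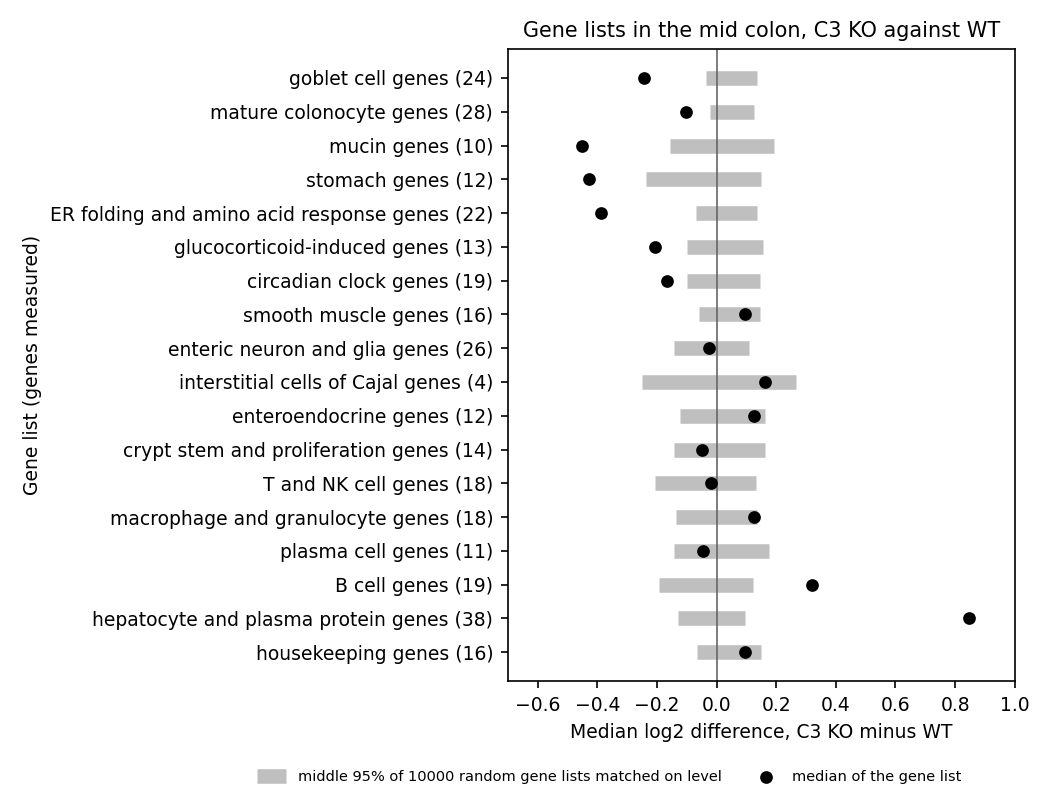
Median log2 difference, C3 KO minus WT, of 18 gene lists (points, number of genes measured in parentheses) beside the middle 95% of the medians of 10000 random gene lists matched on level (grey bars). Of the lists shown, hepatocyte and plasma protein genes lie highest (0.85) and mucin genes lowest (-0.45). The acinar gene lists, with medians of -5.69 and -0.51, are left out. The medians of smooth muscle genes (0.09) and enteric neuron and glia genes (-0.03) lie within the bars.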

A total of 2529 genes differentially expressed between the WT and C3 KO mice were identified from the mid colon and these comprised 1237 upregulated genes and 1292 downregulated genes. The major genes in the downregulated category included *Eif2s3y*, *UTY*, *KDM5D*, *IGKV6-32*, *Olfr870*, *DDX3Y*, *EDN1*, and *NXPE4*, whereas the major genes in the upregulated category were *PNLIP*, *CEL*, *CPB1*, *CTRL*, *PNLIPRP1*, *REG1*, *RETNLB* and *ALPI*. When compared to earlier studies, the number of altered genes with differential expressions was higher in our study than in the previous two studies. In lop-induced constipation, the total number of the upregulated genes was 2.7 times higher than the downregulated genes, but a similar number of upregulated and downregulated genes was observed between mice with WT and C3 deficiency-induced constipation [10]. Also, approximately 25 genes were found to be altered in all three types of constipation including IBS-C, Lop-induced constipation, and C3 deficiency-induced constipation. Of these, ten genes including annexin A8 (*ANXA8*), MIS18 kinetochore protein A (*MIS18A*), CDC42 effector protein 5 (*CDC42EP5*) and ankyrin repeat domain 37 (*ANKRD37*) showed the same upregulation pattern in all the three models [10,12].

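On the arrays, Anxa8, a phospholipid-binding annexin, had a level of 7.09 in WT and 7.84 in C3 KO, and Cdc42ep5, an effector of the small GTPase Cdc42, a level of 6.93 in WT and 7.81 in C3 KO. Ankrd37 went from 5.85 to 6.60 and Mis18a, which acts at the centromere, from 6.13 to 6.73. The folds were 1.68, 1.83, 1.68 and 1.51. After loess centring, the log2 difference of Mis18a was 0.58 to 2 decimals and just below the 1.5-fold threshold.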

Meanwhile, we selected seven genes that were expected to play an important role in C3 deficiency-induced constipation from a total of 2529 genes differentially expressed between WT and C3 KO mice. Among them, the five downregulated genes, including *PRSS2*, trefoil factor 2 (*TFF2*), *RETNLB*, solute carrier family 9 (sodium/hydrogen exchanger) (*SLC9A5*), member 3 (*SLC9A3*), and *ALPI*, and the two upregulated genes including *EDN1* and *NXPE4* were thought to be candidates associated with C3 deficiency-induced constipation. 

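Among the sodium/hydrogen exchangers, Slc9a5 had a level of 5.65 in WT and 5.83 in C3 KO, a log2 difference of 0.18. Slc9a2, an exchanger of the apical membrane, was at 10.11 in WT and 10.10 in C3 KO.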

Scientific evidence on the role of these genes in constipation has been reported in several earlier studies. 

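Prss2 lies on chromosome 6 of GRCm38 from 41521776 to 41525079, in the trypsinogen gene cluster that also holds Prss1 (41458930 to 41463786). Its array level was 11.60 in WT and 5.04 in C3 KO. Of 43 genes with a Prss or Try symbol, 8 were at least 1.5-fold lower in the C3 KO array and 1 was higher. Prss2 is an acinar gene and was lower together with the other 34 acinar genes that the paper's tables print.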

First, in the present study, the *PRSS2* gene encoded trypsinogen-2 (anionic trypsin) was downregulated 94.18-fold in C3 deficiency-induced constipation. This protein was preferentially secreted from the pancreas and cleaved into an active form in the small intestine. In IBS patients, the enhanced level of this protein was associated with an increase in intestinal permeability and an induction of intestinal hypersensitivity [16]. Also, the proteins encoded by the *TFF2* gene produced from gastrointestinal mucosa stimulate immune regulation and recovery, affect the healing of the mucosal layer, and suppress the inflammatory response in the rectum [17]. In our study, the expression of this gene was decreased 10.82-fold in the C3 KO mice compared to the WT mice. 

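Tff2, on chromosome 17 of GRCm38 from 31141049 to 31144282, had a level of 8.89 in WT and 5.45 in C3 KO. It is a trefoil peptide of gastric mucous cells, and other genes of the stomach were lower in the C3 KO array too. Of 12 stomach genes, 4 were at least 1.5-fold lower and 0 higher. Besides Tff2 these were Muc6, a gel-forming mucin of gastric glands (1.72-fold), Gkn3, a gastrokine (1.56-fold), and Atp4b, a subunit of the gastric proton pump (1.51-fold). The other trefoil genes had log2 differences of 0.19 (Tff1) and 0.16 (Tff3, at a level of 11.54 in C3 KO). The pancreatic acinar genes were lower in the same array.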

The *RETNLB* gene encodes for the resistin-like beta protein, which is associated with mucin secretion, although C3 deficiency-induced constipation decreases their transcription -2.43-fold [18]. 

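Retnlb was 1 of 7 goblet cell genes that were at least 1.5-fold lower in the C3 KO array, of 24 measured, and 0 were higher. Ang4, an antimicrobial protein, was 8.63-fold lower, B3gnt6, which builds core glycans of mucins, 4.20-fold, Itln1, a lectin, 4.04-fold, Muc4, a membrane mucin, 2.03-fold, and Spdef, a transcription factor of goblet cells, 1.60-fold. Other goblet cell genes with strong signals stayed within 1.5-fold: Muc2, the main secreted mucin of the colon, had a log2 difference of -0.49, Clca1 -0.13, Zg16 -0.22 and Fcgbp -0.24. Of 10 mucin genes, 3 were lower, Muc4, Muc1 (1.96-fold) and Muc6, and 0 were higher. The median log2 difference of the goblet cell genes was -0.24. All of the 10000 random gene lists matched on level had a higher median. The paper prints Ang4, B3gnt6, Itln1, Retnlb and Muc4 among its lower genes, and these folds had been seen when the list was set. The place of the list among random lists is therefore not independent of them.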

The *SLC9A3* gene is considered to be a Na/H exchanger in the epithelial brush border, and defects in this gene can induce diarrhea [19]. 

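Slc9a3 lies on chromosome 13 of GRCm38 from 74121515 to 74166064 and had a level of 11.00 in WT and 9.92 in C3 KO. Of 28 genes of mature colonocytes, 5 were at least 1.5-fold lower and 2 were higher, with a median log2 difference of -0.10. The 5 are Slc9a3, Car1, Atp12a, Alpi and Fabp2, and the paper prints all of them among its lower genes. These folds had been seen when the list was set, so the count is not independent of them. Alpi and Fabp2 also belong to the list of small intestinal enterocyte genes. Atp12a, the proton pump of the distal colon, was 2.02-fold lower, and Ms4a12 was 2.53-fold higher. Slc26a3, the chloride/bicarbonate exchanger whose loss causes chloride diarrhea, had a log2 difference of -0.20. The sodium channel subunits Scnn1a, Scnn1b and Scnn1g had 0.07, -0.11 and -0.37.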

The decrease was -2.11-fold for both genes *RETNLB* and *SLC9A3*. Furthermore, the *ALPI* gene was downregulated 2.06-fold in the mid colon during C3 deficiency-induced constipation. This gene plays an important role in the homeostasis of the intestine, and a defect in this gene induces inflammatory responses and an imbalance of intestinal microbiota [10]. Moreover, two upregulated genes associated with C3 deficiency-induced constipation were also identified. 

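Alpi lies on chromosome 1 of GRCm38 from 87098002 to 87101606, next to Akp3 (87125008 to 87127912), another alkaline phosphatase of the intestine. Akp3 was at 4.42 in WT and 4.57 in C3 KO, close to the background level. Alpl, the tissue-nonspecific alkaline phosphatase, had a log2 difference of -0.45, and Alppl2 had -0.30. Akp3, Alpl and Alppl2 were chosen after their values were seen.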

The *EDN1* gene encodes the endothelin 1 protein, which is associated with pulmonary hypertension, lipid metabolism, and insulin resistance [20,21,22]. It regulates the motility of the GI and intestinal passage time. The symptoms of constipation improved by the suppression of secretion of this protein [23]. *NXPE4* is a cytoplasmic protein expressed in the salivary gland, colon, and rectum [24]. In the present study, the expression levels of the *EDN1* and *NXPE4* genes were upregulated 2.06- and 2.00-fold, respectively, during C3 deficiency-induced constipation.

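Edn1, on chromosome 13 of GRCm38 from 42301270 to 42307989, was the 1 endothelin gene that passed 1.5-fold. Edn2 had a log2 difference of -0.24 and Edn3 of -0.37, the converting enzyme Ece1 had 0.17, and the receptors Ednra and Ednrb had 0.40 and 0.03. Nxpe4 lies on chromosome 9 from 48361426 to 48400025, next to Nxpe2 (48318004 to 48353454), which was 2.05-fold higher (8.62 in WT and 9.65 in C3 KO). Nxpe5 had a log2 difference of 0.39 and Nxpe3 of -0.11. Edn2, Edn3, Ece1 and the other Nxpe genes were chosen after their values were seen.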

In this study, we identified the *ALPI* gene as a constipation-associated novel gene because it was commonly detected in the Lop-induced constipation model and the C3 deficiency-induced constipation model of the present study [10]. The *ALPI* gene encodes intestinal alkaline phosphatase, an endogenous protein expressed in the intestinal epithelium to maintain gut homeostasis [25]. It is released from the enterocyte apical membrane into the lumen by lysophosphatidylcholine and is then incorporated into intracellular lipid droplets and surfactant-like particles [26,27]. The alkaline phosphatase plays a pivotal role in energy regulation and intestinal barrier functions such as the absorption of long-chain fatty acids, regulation of duodenal bicarbonate secretion, detoxification of bacterial endotoxin, and control of the transmucosal passage of bacteria [25,28]. Based on the physiological role of these proteins, some studies have reported the exogenous administration of these proteins as supplements to treat animals and humans to relieve intestinal and systemic inflammation in various diseases [29]. The supplementation decreases the levels of C-reactive proteins and reduces inflammation in ulcerative colitis and dextran sodium sulfate (DSS)-induced colitis [30,31]. A defect in the gene leading to a deficiency in the protein in mice induces an increase in the colitis score in DSS-induced models and the bacterial translocation caused by intestinal ischemia [31,32]. Therefore, the results of the present study provide the first evidence for the novel function of the *ALPI* gene in constipation implying that the suppression of *ALPI* expression could be tightly linked to the induction of constipation. However, many additional studies on the mechanism are needed.

Furthermore, to confirm our findings, we examined whether the recovery of *ALPI* expression can improve the constipation caused by C3 deficiency. The upregulation of *ALPI* expression was induced by butyrate and acetate treatments as an earlier study indicated that the transcription of the *ALPI* gene was increased in induced pluripotent stem cells (iPSC)-derived human intestinal epithelial cells treated with 1 mM acetate [14]. Subsequently, the epithelial cells wherein *ALPI* gene expression levels were restored were analyzed for the mucin secretion ability and water retention capacity with respect to the functions of the epithelial cells in the colon [33]. In this study, the upregulation of *ALPI* expression by the acetate treatment was accompanied by the upregulation of *MUC1*, *MUC2*, *AQP3*, and *AQP8* transcripts in C3-deficient epithelial cells and C3 KO mice.

## 4. Materials and Methods

### 4.1. Animal Care and Use

Firstly, the animal protocols used in this study were reviewed in terms of science, ethics and safety, and approved by the Pusan National University-Institutional Animal Care and Use Committee (PNU-IACUC; Approval Number PNU-2023-0407). All mice were provided from Laboratory Animals Banks in the Korea Food and Drug Administration (KFDA). They were provided ad libitum access to tap water and a standard irradiated chow diet (Samtako BioKorea Co., Osan, Republic of Korea). Also, these mice were bred at the PNU-Laboratory Animal Resources Center (LARC), which is accredited by the KFDA (Accredited Unit Number: 000231) and the Association for Assessment and Accreditation of Laboratory Animal Care (AAALAC, Accredited Unit Number: 001525). The LARC provided an international standard environmental condition for animal breeding including 23 ± 2 °C temperature, 50 ± 10% relative humidity, 12 h of light/dark cycle (lights on at 08:00 h and off at 20:00 h) and a specific pathogen free (SPF) state. The WT and C3 KO mice were used for microarray analyses, acetate treatment, and constipation phenotypes analyses.

### 4.2. Experimental Designs of C3 KO Mice for Microarray Analyses

First of all, the WT and C3 KO mice that need for microarray analyses were produced by crossbreeding between heterogeneous type (HT) mice of C3 gene, as described in our previous studies [6,7]. When WT and C3 KO mice grew up to the sixteen-week-old, these mice were divided into WT mice (n = 7) and C3 KO mice (n = 7). The stool parameters were analyzed using stools collected from a metabolic cage (Daejong Instrument Industry Co., Ltd., Seoul, Republic of Korea) after 1 day of breeding. A charcoal meal was administrated into each mouse for GI transit analyses as described in previous study [6]. Finally, all the mice were euthanized based on the American Veterinary Medical Association (AVMA) Guidelines using CO_2_ gas with a minimum purity of 99.0%. To achieve this, a cage containing dirty bedding and mice was placed in the gas chamber for mice and CO_2_ gas of 99.0% purity was injected into this chamber without pre-charging, with a fill rate of ~50% of the chamber volume per minute. After then, their final death was confirmed by ascertaining cardiac and respiratory arrest, or dilated pupils and fixed body. The GI tracts were collected from the mice of the subset group for GI transit, and the mid colon tissues were collected for histopathological and microarray analyses because this region plays an important role in the process of reabsorption of water and compaction of the digested food mixtures into stools [34].

### 4.3. Experimental Designs for the Acetate Treatment of C3 KO Mice

Acetate treatment was used to upregulate the expression of *ALPI*, as described in our previous studies (Figure 9) [14]. Sixteen-week-old WT (n = 7) and C3 KO mice (n = 14) were divided into groups as follows; Untreated WT mice (n = 7), vehicle-treated C3 KO mice (n = 7) and acetate-treated C3 KO mice (n = 7). The upregulation of *ALPI* expression was induced by the oral gavage of a single dose of acetate (50 mg/kg, Sigma-Aldrich Co., St. Louis, MO, USA) in 1× phosphate buffer saline (PBS) solution for a day, while the mice in the vehicle-treated group were injected with the same volume of 1× PBS solution. At 24 h after the final acetate treatment, all mice were individually held in metabolic cages (Daejong Instrument Industry Co., Ltd.) for two days to analyze the GI motility and excretion parameters and were euthanized using CO_2_ gas. Also, the colon tissue samples were collected and stored at −80 °C until mRNA and protein analyses could be carried out.

### 4.4. Analyses of the Stool Parameters

All mice were individually held in metabolic cages (Daejong Instrument Industry Co., Ltd.) throughout the experiment to obtain uncontaminated stool samples, as described in a previous study [7,8]. Briefly, the stools excreted from each mouse were collected at 9 a.m. for two days, weighed twice using an electronic balance, and their number was counted twice. Also, their morphology was analyzed after taking images with a digital camera. The stool water content was also calculated as follows:

Stool water content = (A − B)/A × 100

where A is the weight of fresh stools collected from mice of the subset groups, while B is the weight of stools after drying at 60 °C for 12 h.

### 4.5. GI Motility Analysis

The charcoal transit ratio was used to determine GI motility as described in previous studies with some modifications [35]. Firstly, the WT and C3 KO mice fasted for 18 h except for water ad libitum to remove food mixture from the GI tracts. They were administrated 0.5 mL of charcoal meal (3% suspension of activated charcoal in 0.5% aqueous methylcellulose) (Sigma-Aldrich Co.). After 30 min of treatment, all mice were euthanized using CO_2_ after, and total GI tract was collected from the abdominal cavity. The charcoal transit ratio in each mouse was calculated as follows:

Charcoal transit ratio (%) = [(Total intestine length − Transit distance of charcoal meal)/ Total intestine length] × 100

### 4.6. Histopathological Analysis

After collecting the mid colons from the WT and C3 KO mice, these tissues were fixed in 10% formalin for 48 h, and embedded in paraffin wax. These tissues were sectioned into 4 μm thick slices using Microtome (Leica Microsystems, Heerbrugg, Switzerland), and then stained with hematoxylin & eosin (H&E; Sigma-Aldrich Co.) to distinguish between the nuclear and cytoplasmic parts. An alteration on the histological structure of these stained colon sections were observed under a light microscope, after which the thickness of the mucosal layer and muscle layer in the mid colon were observed using the Leica Application Suite (Leica Microsystems).

### 4.7. Quantitative Real-Time PCR (RT-qPCR) Analysis

The relative quantities of the mRNAs for gene identified from microarray were confirmed using RT-qPCR analysis. Briefly, the total RNAs were purified from frozen mid colon tissues using RNAzol (Tet-Test Inc., Friendswood, TX, USA) as manufacture’s protocol. Their concentration was determined using ND-2000 Spectrophotometer (NanoDrop, Wilmington, DE, USA), 4 μg of total RNAs were used to synthesis complementary DNA (cDNA) under the specific conditions including oligo-deoxythymidine (dT) primer (Thermo Fisher Scientific Inc., Waltham, MA, USA), 2′-deoxynuclease 5′-triphosphate (dNTP) and reverse transcriptase (Superscript II, Thermo Fisher Scientific Inc., #18064-014). After then, each gene was amplified using a cDNA template, 2× Power SYBR Green (TOYOBO Co., Osaka, Japan), and specific primer (Supplementary Table S3) as described in a previous study [36]. The reaction cycle at which PCR products exceeded the fluorescence intensity threshold during the exponential phase of PCR amplification was considered the threshold cycle.

### 4.8. Western Blot Analysis

After collecting the mid colon (40 mg) from each mouse, tissue homogenate was prepared in Pro-prep Protein Extraction Solution (iNtRON Biotechnology Inc., Seongnam, Republic of Korea) using Polytron PT-MR 3100D Homogenizer (Kinematica AG, Lusern, Switzerland). The protein concentration of each sample was determined using Bicinchoninic acid Protein Assay (BCA) Kit (Thermo Fisher Scientific Inc.), and then 30 µg of protein were used to separate each protein on the 10% dodecyl sulfate-polyacrylamide gel electrophoresis (SDS-PAGE). After electrophoresis for 1.5 h, these separated proteins were transferred onto nitrocellulose membranes at 40 V for 2 h. Each membrane was incubated in 4 °C with different primary antibody follows: ALPI (Invitrogen Co., Ltd., Carlsbad, CA, USA, #PA5-22210), β-actin (Cell Signaling Technology Inc., Cambridge, MA, USA, #4967). After removing non-specific antibodies using washing solution (137 mM NaCl, 2.7 mM KCl, 10 mM Na_2_HPO_4_ and 0.05% Tween 20), and this membrane was sequentially incubated with horseradish peroxidase (HRP)—conjugated goat anti-rabbit IgG (TransGen Biotech Co., Ltd., Beijing, China, G21234) for 1 h. Finally, chemiluminescent substrates (Dogen, Seoul, Republic of Korea, DG-WF 100) were reacted with HRPs on the immunoblots, and the intensity of each band on the immunoblot was measured using FluorChem^®^ FC2 Imaging system (Alpha Innotech Corporation, San Leandro, CA, USA).

### 4.9. Microarray Analysis

An alteration on the gene profiles for C3 deficiency-induced constipation were analyzed using microarray analysis as described in previous studies [37]. Briefly, total RNAs were purified according to methods previously applied to the RT-qPCR analysis, and their purity were analyzed Agilent 2100 Bioanalyzer (Agilent Technologies, Palo Alto, CA, USA). Also, the Affymetrix Whole Transcript Expression array process was performed using the GeneChip^TM^ Whole Transcript PLUS Reagent Kit (ThermoFisher Scientifc Inc.). Total cDNA for mRNA was synthesized using the GeneChip^TM^ Whole Transcript Amplification Kit (ThermoFisher Scientifc Inc.), and biotin-labeled with terminal deoxynucleotidyl transferase (TdT) using the GeneChip^TM^ HT WT Terminal Labeling Kit (ThermoFisher Scientific Inc.). After then, these labeled DNA targets (5.5 μg) were hybridized to the Affymetrix GeneChip^TM^ Mouse 2.0 ST Array (ThermoFisher Scientific Inc.) at 45 °C for 16 h. The unbound fragments were washout from arrays, and the specific targets were stained on a GeneChip^TM^ Fluidics Station 450 (ThermoFisher Scientific Inc.). Finally, the target signals were scanned on a GCS3000 Scanner (Affymetrix, Santa Clara, CA, USA) and their values were calculated using the Affymetrix^®^ GeneChip™ Command Console^®^ Software (AGCC).

After normalizing using a robust multi-average (RMA) method implemented in Affymetrix^®^ Power Tools (APT, Affymetrix), the result with gene level RMA analysis was exported, and DEG analysis was performed. The statistical significance for transcription level of each gene was determined using an independent Tukey’s post hoc *t*-test and the fold change in which the null hypothesis was that no difference exists among groups. The FDR was controlled by adjusting the *p*-value using the Benjamini–Hochberg algorithm. In case of the DEG set, hierarchical cluster analysis was performed using complete linkage and Euclidean distance as a similarity measure. Gene-enrichment and functional annotation analysis for a significant probe list was performed using Gene Ontology (GO, http://geneontology.org) and Kyoto Encyclopedia of Genes and Genomes (KEGG, http://kegg.jp). All data analysis and visualization of differentially expressed genes were conducted using R 3.3.2 (www.r-project.org).

### 4.10. Acetate Treatment of Epithelial Cells Derived from the Colon of C3 KO Mice

The epithelial cells for the acetate treatment were collected from the colon of the WT and C3 KO mice, as described in previous studies with some modifications [38]. Briefly, the colons of the mice were extracted, and the impurities were eliminated in a Ca^2+^ free Hank’s solution (Gibco, Grand Island, NE, USA). Subsequently, the muscular layer of the intestines was excised. The cells were then dispersed using enzyme solution (albumin (MP Biomedicals, Irvine, CA, USA), trypsin inhibitors (Sigma-Aldrich Co.), and collagenase type 2 (Worthington Biochemical Co., Lakewood, NJ, USA)). For the acetate treatment, the epithelial cells were seeded at a density of 1 × 10^7^ cells/10 mL in a 25 cm^2^ surface area culture flask and grown to 70-80% confluence in a 37 °C incubator. After that, they were incubated with 5 mM acetate for another 24 h (Figure 10). The treatment concentrations of acetate to upregulate *ALPI* expression were based on a previous study [14]. Next, the cells harvested from the 25 cm^2^ culture flask were used for total RNA isolation and RT-qPCR analysis.

### 4.11. Statistical Analysis

Statistical significance was evaluated using one-way analysis of variance (ANOVA) (SPSS for Windows, Release 10.10, Standard Version, Chicago, IL, USA) followed by Tukey’s post hoc *t*-test for multiple comparisons. Data are presented as the mean ± SD (standard deviation). *p* < 0.05 was considered to indicate a statistically significant difference.

## 5. Conclusions

In this study, we sought to identify a novel gene associated with C3 deficiency-induced constipation using microarray analyses. The present results suggest that C3 deficiency-induced constipation may be associated with 1237 upregulated genes including *PNLIP*, *CEL*, *CPB1*, *CTRL*, *PNLIPRP1*, and *REG1* as well as 1292 downregulated genes including *Eif2s3y*, *UTY*, *KDM5D*, *IGKV6-32*, *Olfr870*, and *DDX3Y*. Based on the global gene profile, the *ALPI* gene was selected as one of the possible candidates as the unique gene associated with C3 deficiency-induced constipation. The upregulation of *ALPI* expression by acetate treatment improved the key symptoms of constipation in epithelial cells and C3 KO mice with C3 deficiency. Taken together, our results suggest that *ALPI* can be considered a novel gene unique to constipation associated with C3 deficiency. However, this study had some limitations in that it did not confirm the expression level of all the differential genes using RT-qPCR because of the large number of genes. Moreover, the lack of analyses of the molecular mechanism of the effects of C3 deficiency-induced constipation in the transcriptional regulation of colon-expressed genes should be considered a drawback of this study. Also, further research will be needed to evaluate whether the exogenous administration of the protein encoded by the *ALPI* gene can be considered a treatment option to improve the symptoms of constipation in C3 KO mice.

## Figures and Tables

**Figure 1:**
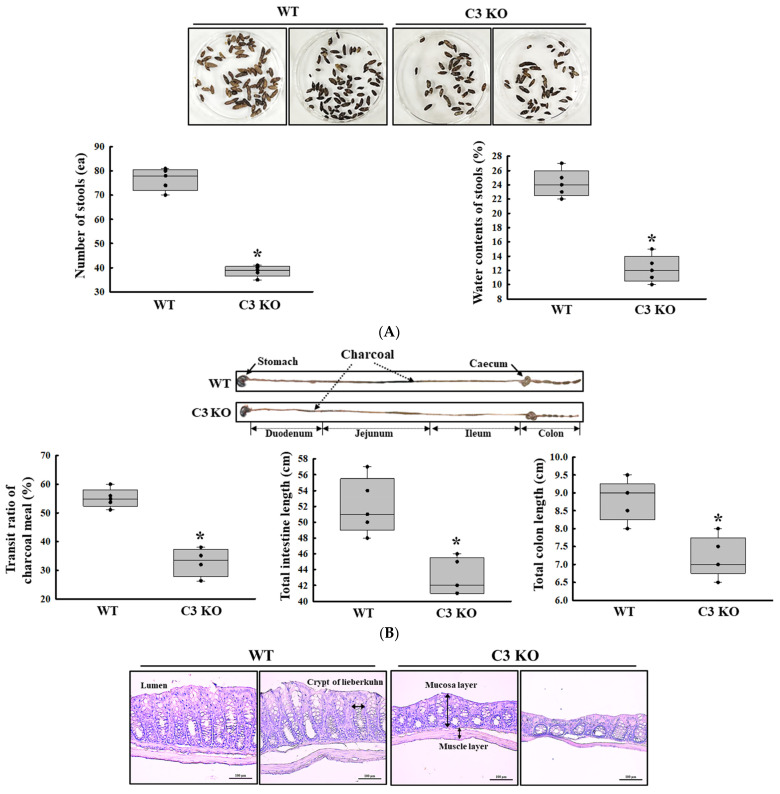

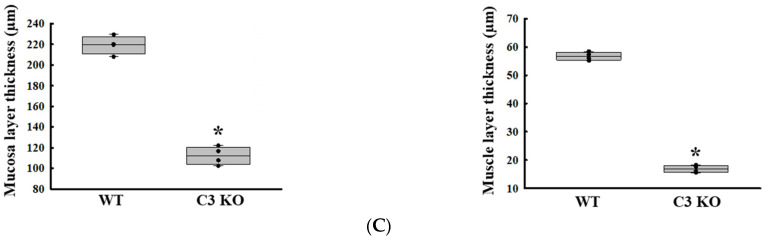
Stool excretion, GI transit ratio and mid colon histology of C3 KO mice. (**A**) Stools excretion. Digital camera images of the stools were taken immediately after collection from the metabolic cage. The total number and water contents of stools were measured as described in the Materials and Methods. Five to six mice per group were used for the stool sample collection, and each parameter was assayed in duplicates. (**B**) GI transit ratio and intestine length. The total intestinal tract was excised from mice of the subset groups treated with charcoal meal powder. The arrows indicate the position of the charcoal meal. Five to six mice per group were used in the GI transit ratio test, and the charcoal meal transit distance, total intestine length and colon length were measured in duplicates. (**C**) Histological structures of the mid colons. The H&E-stained sections of the mid colon from the WT and KO mice were observed at 100× magnification using a light microscope. Five to six mice per group were used in the histological analysis, and each parameter was measured in duplicates in two different slides. The data were presented as the mean ± SD. * *p* < 0.05 vs. WT mice. Abbreviation: WT, wild type; C3 KO, complement C3 knockout; GI, gastrointestinal; H&E, hematoxylin and eosin.

**Figure 2:**
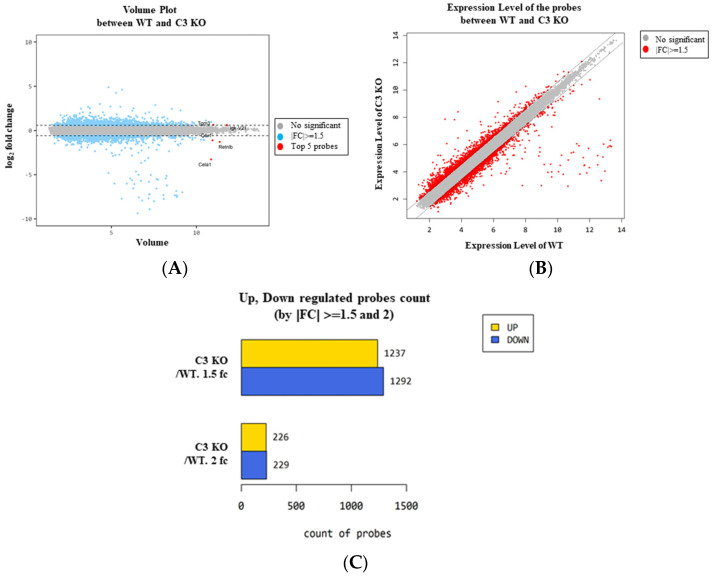
Volume and scatter plots of the normalized microarray in C3 KO mice. (**A**) Volume plot of the WT mice and C3 KO mice. (**B**) Scatter plot of the WT and C3 KO mice. (**C**) Differentially regulated probe count. The number of genes expressed differently between WT and C3 KO mice were represented as 1.5 FC and 2 FC. Abbreviation: WT, wild type; C3 KO, complement C3 knockout; FC, fold change.

**Figure 3:**
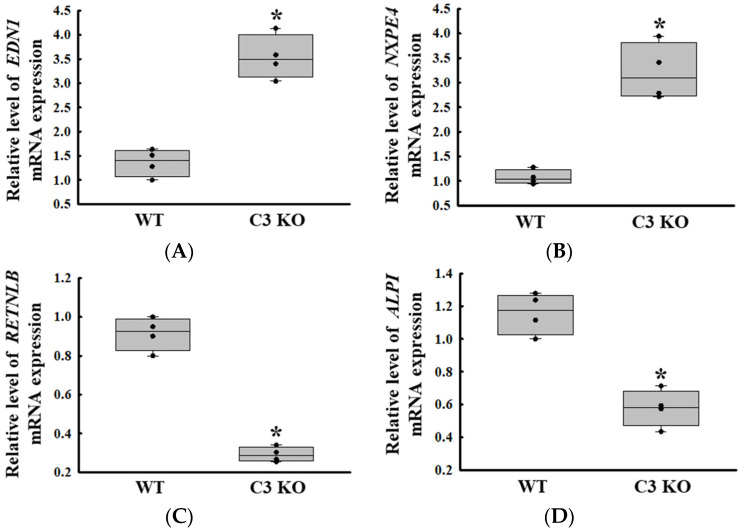
Transcription level of the upregulated genes and downregulated genes. Transcription level of *EDN1* (**A**) and *NXPE4* (**B**). Transcription level of *RETNLB* (**C**) and *ALPI* (**D**). The transcription levels of four genes were measured in the total mRNA of the colon by RT-qPCR using specific primers. The mRNA levels of the four genes were calculated based on the intensity of β-actin as an endogenous control. The preparation of total RNAs was performed on three to five mice per group, RT-qPCR analyses were assayed twice for each total RNA. The data were presented as the mean ± SD. * *p* < 0.05 vs. WT mice. Abbreviation: WT, wild type; C3 KO, complement C3 knockout; *EDN1*, endothelin-1; *NXPE4*, neurexophilin and PC-esterase domain family member 4; *RETNLB*, resistin-like beta; *ALPI*, alkaline phosphatase intestinal; RT-qPCR, quantitative real-time PCR.

**Figure 4:**
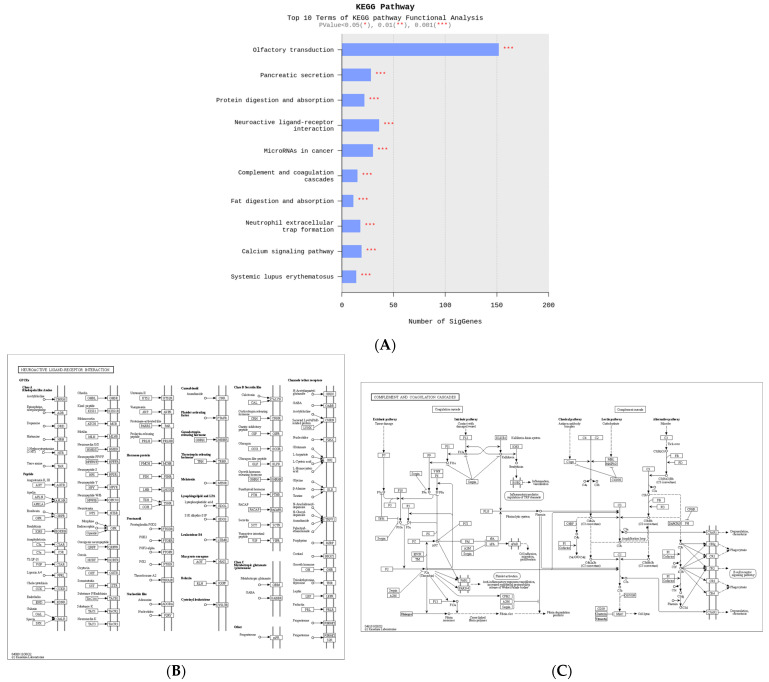
KEGG pathway of functional analyses about differential genes between WT and C3 KO mice. (**A**) Top ten terms with statistical significance in the KEGG pathway. (**B**) Neuroactive ligand–receptor Interaction. (**C**) Complement and coagulation cascades. Abbreviation: WT, wild type; C3 KO, complement C3 knockout; KEGG, Kyoto Encyclopedia of Genes and Genomes.

**Figure 5:**
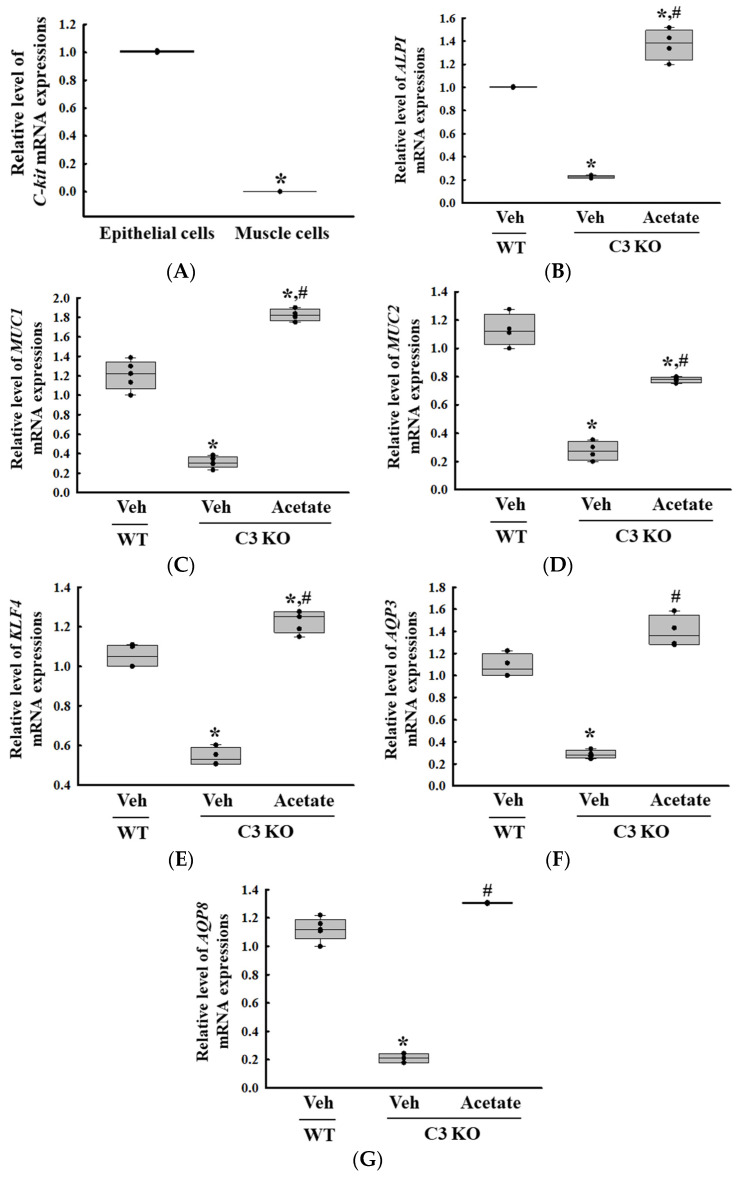
Transcription level of *C-kit, ALPI* and mucin secretion genes in epithelial cells from intestine of C3 KO mice after acetate treatment. (**A**) Transcription level of *C-kit* gene in isolated epithelial cells and muscle cells. * *p* < 0.05 vs. Muscle cells. (**B**) Transcription level of the *ALPI* gene in acetate-treated C3 KO epithelial cells. (**C**–**G**) Transcription level of *MUC1*, *MUC2*, *KLF4*, *AQP3* and *AQP8* in acetate-treated C3 KO epithelial cells. The transcription levels of each gene were measured in the total mRNA of the epithelial cells by RT-qPCR using specific primers. The mRNA levels of each gene were calculated based on the intensity of β-actin as an endogenous control. The preparation of total RNAs was performed on three to five wells per group, RT-qPCR analyses were assayed twice for each total RNA. The data were presented as the mean ± SD. * *p* < 0.05 vs. no treated group. # *p* < 0.05 vs. vehicle-treated C3 KO group. Abbreviation: WT, wild type; C3 KO, complement C3 knockout; *MUC*, mucin; *AQP*, aquaporin; *ALPI*, alkaline phosphatase intestinal; C-kit, receptor protein kinase; PBS, phosphate buffer saline; RT-qPCR; quantitative real-time PCR.

**Figure 6:**
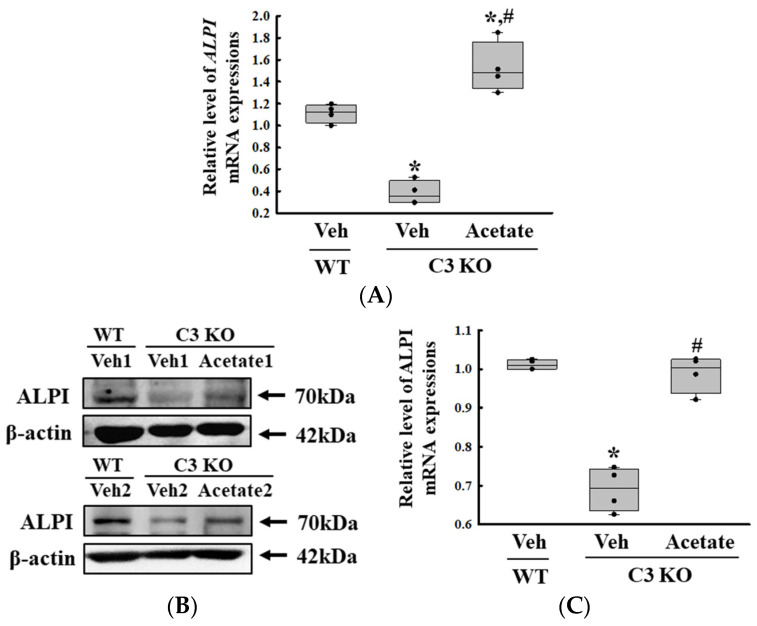
Transcription and expression levels of the *ALPI* gene and proteins. (**A**) Transcription level of the *ALPI* gene in acetate-treated C3 KO mice. The transcription levels of the *ALPI* gene were measured in the total mRNA of the epithelial cells by RT-qPCR using specific primers. The mRNA levels of each gene were calculated based on the intensity of β-actin as an endogenous control. The preparation of total RNAs was performed on three to five mice per group, RT-qPCR analyses were assayed twice for each total RNA. (**B**) Expression levels of ALPI proteins in acetate-treated C3 KO mice. After collecting the mid colons from the C3 KO mice, the expression levels of ALPI proteins were assessed in tissue homogenates using the specific primary antibody and densitometry. The tissue homogenates were prepared from four to six mice per group and the Western blot was analyzed twice for each sample. After normalizing with β-actin as endogenous control, the relative level of ALPI expression was presented as a relative value to the vehicle-treated WT group (**C**). The data were presented as the mean ± SD. * *p* < 0.05 vs. no treated group. # *p* < 0.05 vs. vehicle-treated C3 KO group. Abbreviation: WT, wild type; C3 KO, complement C3 knockout; *ALPI*, alkaline phosphatase intestinal; RT-qPCR, quantitative real-time PCR.

**Figure 7:**
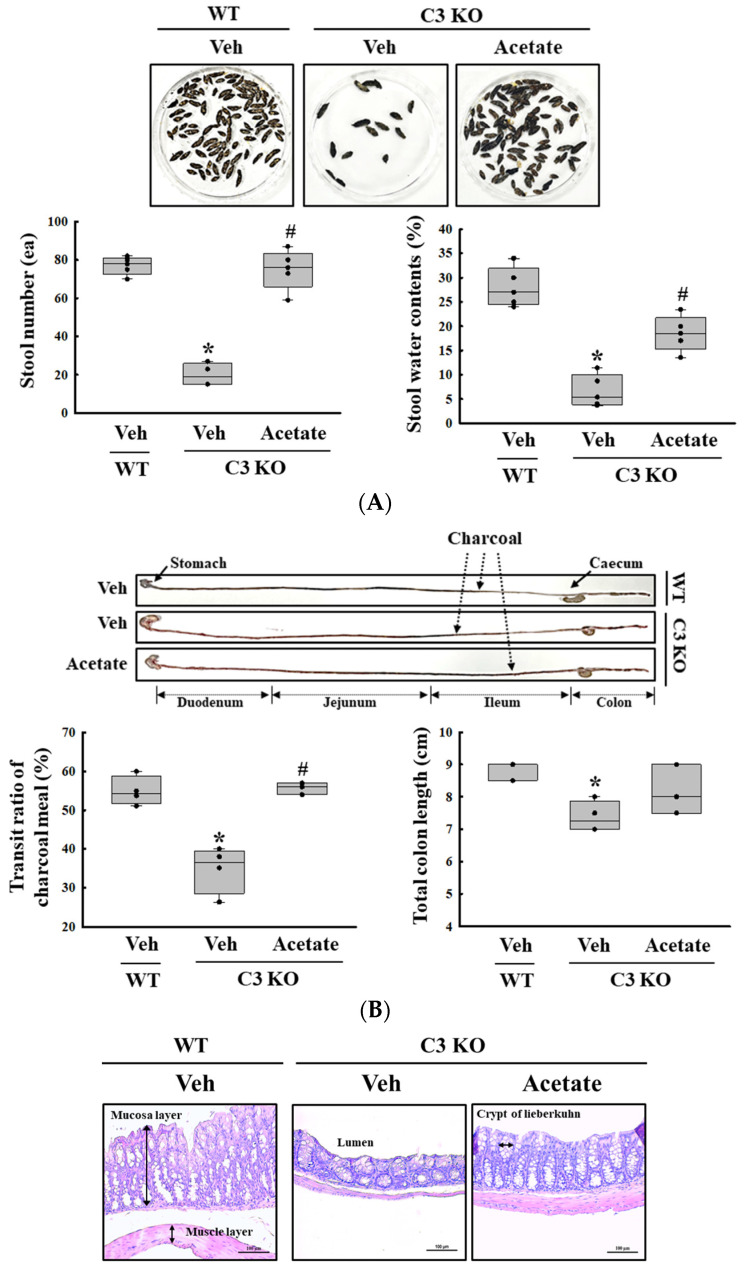

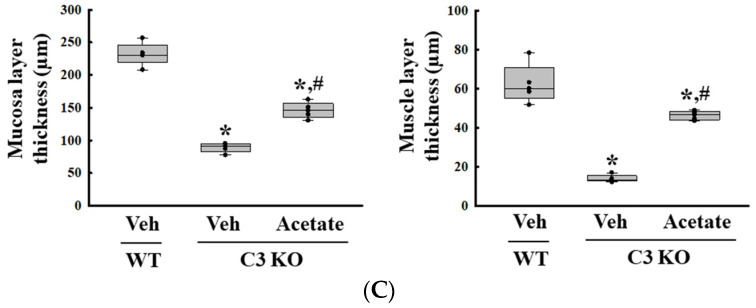
Stool parameters, GI transit and histological structure of colon in acetate-treated C3 KO mice. (**A**) Stool parameters. The preparation of the total stools was performed on three to five mice per group and each parameter was analyzed twice for each sample. (**B**) GI transit and total length of GI tract. After collection from the stomach to the anus, the entire GI tract was arranged in a row, and the location of the charcoal meal was marked with arrows. Transit ratio of charcoal meal and total length of GI tract were measured as described in materials and method. The preparation of the GI tract was performed on three to five mice per group, and each parameter was analyzed twice for each mouse. (**C**) Histological structure of mid colon. The H&E-stained tissue sections were prepared from tissue samples from three to five mice per group, and the pathological factors were analyzed twice for each stained tissue. The data are presented as the mean ± SD. * *p* < 0.05 vs. no treated group. # *p* < 0.05 vs. vehicle-treated C3 KO group. Abbreviation: WT, wild type; C3 KO, complement C3 knockout; *ALPI*, alkaline phosphatase intestinal; H&E, hematoxylin and eosin.

**Figure 8:**
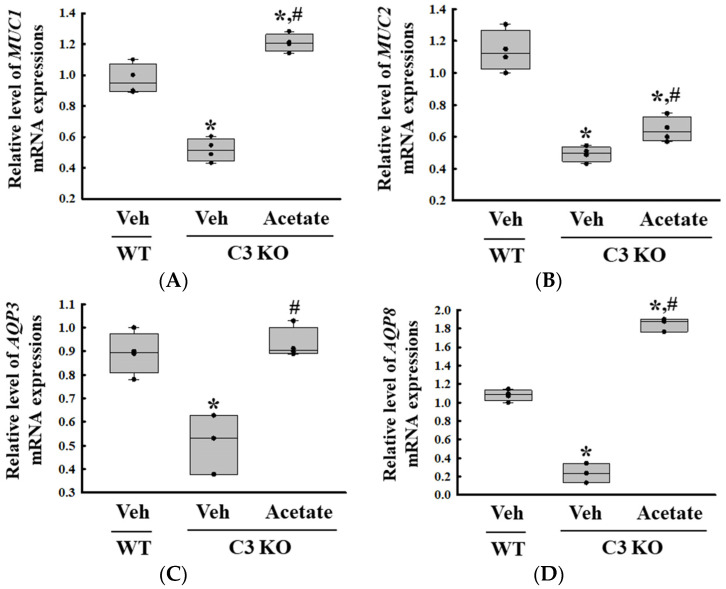
Transcription level of (**A**) *MUC1*, (**B**) *MUC2*, (**C**) *AQP3* and (**D**) *AQP8* gene in the colon tissue of acetate-treated C3 KO mice. The transcription levels of four genes were measured in the total mRNA of the colon tissues by RT-qPCR using specific primers. The mRNA levels of each gene were calculated based on the intensity of β-actin as an endogenous control. The preparation of total RNAs was performed on three to five mice per group, RT-qPCR analyses were assayed twice for each total RNA. The data were presented as the mean ± SD. * *p* < 0.05 vs. no treated group. # *p* < 0.05 vs. vehicle-treated group. Abbreviation: WT, wild type; C3 KO, complement C3 knockout; MUC, mucin; AQP, aquaporin.

**Figure 9:**
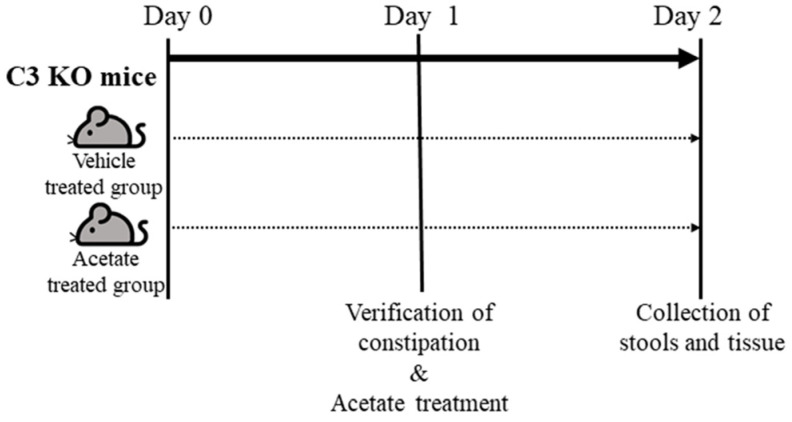
Schedule for acetate treatment into C3 KO mice. After allocation of the WT and C3 KO mice into one of three experimental groups, mice of each group were treated with 5 mM acetate or 1× PBS, and subsequentially collected the stools and colon tissue from these mice. Abbreviation: WT, wild type; C3 KO, complement C3 knockout; RT-qPCR, quantitative real-time PCR; PBS, phosphate buffer saline.

**Figure 10:**
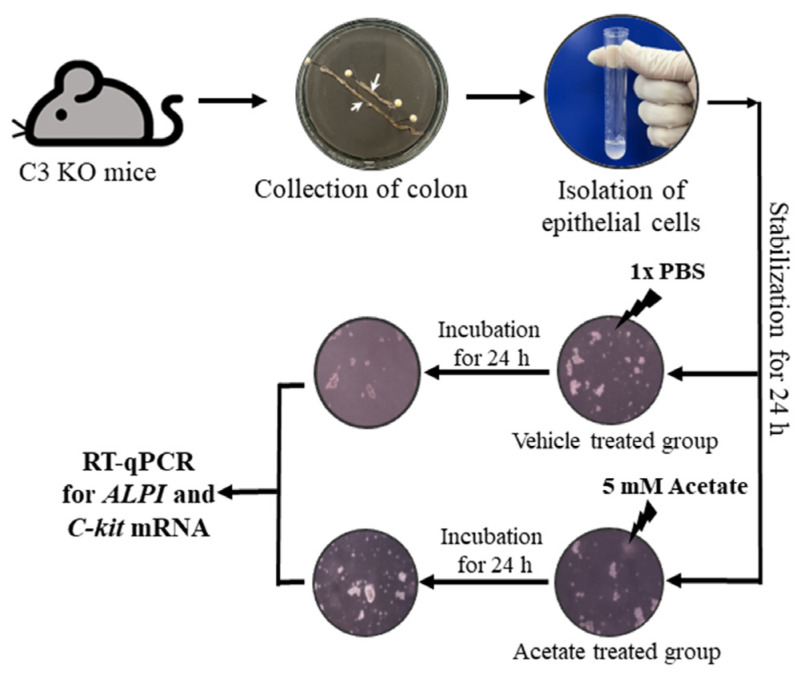
Scheme for purification of epithelial cells from intestine of C3 KO mice and acetate treatment. After collection of the epithelial cells from the intestines of WT and C3 KO mice, these cells were treated with 5 mM acetate or 1× PBS, and the expression of several genes were evaluated by RT-qPCR analysis using specific primers. Abbreviation: WT, wild type; C3 KO, complement C3 knockout; *ALPI*, alkaline phosphatase intestinal; C-kit, receptor protein kinase; PBS, phosphate buffer saline; RT-qPCR; quantitative real-time PCR.

**Table 1:** Selection of the differentially expressed genes in the colon of C3 KO mice.

Categories	Number of Transcripts	Fold Change	
Total	41,345		
Filtered gene	33,793		
┃Fold change┃≥ 1.5 and raw. *p* < 0.05	2529	Up	1237
		Down	1292
┃Fold change┃≥ 2.0 and raw. *p* < 0.05	455	Up	226
		Down	229
┃Fold change┃≥ 3.0 and raw. *p* < 0.05	110	Up	38
		Down	72

**Table 2:** Selection of the differentially expressed genes in the colon of C3 KO mice.

Category Term	Count
**Upregulated genes**	
Biological regulation	13
Cell periphery	11
Cellular anatomical entity	5
Extracellular region	5
G protein-coupled receptor signaling pathway	1
Membrane	5
Molecular transducer activity	16
Molecular function	2
Multicellular organismal process	1
Odorant binding	6
Peptidase activity	2
Response to chemical	21
Response to stimulus	1
System process	6
tRNA dihydrouridine synthase activity	1
Immunoglobulin chain	30
Predicted gene	84
Blank	16
**Downregulated genes**	
Biological regulation	8
Cation binding	1
Cell periphery	21
Cellular anatomical entity	2
Extracellular region	18
G protein-coupled receptor signaling pathway	4
Hydrolase activity	3
Intermediate filament	1
Membrane	9
Molecular transducer activity	20
Molecular function	7
Multicellular organismal process	2
Organic acid binding	1
Response to chemical	22
Response to stimulus	6
System process	9
Keratin filament	1
Predicted gene	50
Immunoglobulin chain	23
Blank	21
**Total**	455

Each gene can be included in a category with duplicates.

**Table 3:** List of genes (by |FC| ≥ 3) upregulated by C3 deficiency-induced constipation.

Gene Symbol	Gene Name	Accession No.	Fold of Change	GO Category
Eif2s3y	eukaryotic translation initiation factor 2, subunit 3, structural gene Y-linked	NM_012011	29.68	Mus musculus eukaryotic translation initiation factor 2, subunit 3, structural gene Y-linked (Eif2s3y), mRNA
Uty	ubiquitously transcribed tetratricopeptide repeat gene, Y chromosome	NM_009484	24.65	Mus musculus ubiquitously transcribed tetratricopeptide repeat gene, Y chromosome (Uty), mRNA
Kdm5d	lysine (K)-specific demethylase 5D	NM_011419	19.14	Mus musculus lysine (K)-specific demethylase 5D (Kdm5d), mRNA
Igkv6-32	immunoglobulin kappa variable 6-32	OTTMUST00000132971	7.94	immunoglobulin kappa variable 6-32[gene_biotype:IG_gene transcript_biotype:IG_gene]
Ighv1-80	immunoglobulin heavy variable 1-80	OTTMUST00000131491	7.28	immunoglobulin heavy variable 1-80[gene_biotype:IG_gene transcript_biotype:IG_gene]
Igkv4-90	immunoglobulin kappa chain variable 4-90	OTTMUST00000132285	6.53	immunoglobulin kappa chain variable 4-90[gene_biotype:IG_gene transcript_biotype:IG_gene]
Igkv5-48	immunoglobulin kappa variable 5-48	OTTMUST00000132845	6.43	immunoglobulin kappa variable 5-48[gene_biotype:IG_gene transcript_biotype:IG_gene]
Ighv8-5	immunoglobulin heavy variable V8-5	OTTMUST00000131047	6.37	immunoglobulin heavy variable V8-5[gene_biotype:IG_gene transcript_biotype:IG_gene]
Olfr870	olfactory receptor 870	NM_146904	5.71	Mus musculus olfactory receptor 870 (Olfr870), mRNA
Ddx3y	DEAD (Asp-Glu-Ala-Asp) box polypeptide 3, Y-linked	NM_012008	5.65	Mus musculus DEAD (Asp-Glu-Ala-Asp) box polypeptide 3, Y-linked (Ddx3y), mRNA
Gm26194	predicted gene, 26194 [Source:MGI Symbol;Acc:MGI:5455971]	ENSMUST00000175036	5.57	predicted gene, 26194 [gene_biotype:miRNA transcript_biotype:miRNA]
Igkv8-30	immunoglobulin kappa chain variable 8-30	OTTMUST00000133006	5.42	immunoglobulin kappa chain variable 8-30[gene_biotype:IG_gene transcript_biotype:IG_gene]
Igkv8-21	immunoglobulin kappa variable 8-21	OTTMUST00000133067	4.82	immunoglobulin kappa variable 8-21[gene_biotype:IG_gene transcript_biotype:IG_gene]
Igkv3-7	immunoglobulin kappa variable 3-7	OTTMUST00000133340	4.71	immunoglobulin kappa variable 3-7[gene_biotype:IG_gene transcript_biotype:IG_gene]
Gm23479	predicted gene, 23479 [Source:MGI Symbol;Acc:MGI:5453256]	ENSMUST00000158876	4.20	predicted gene, 23479 [gene_biotype:snoRNA transcript_biotype:snoRNA]
Serpina1c	serine (or cysteine) peptidase inhibitor, clade A, member 1C	NM_009245	4.19	Mus musculus serine (or cysteine) peptidase inhibitor, clade A, member 1C (Serpina1c), mRNA
Hoxd13	homeobox D13	NM_008275	4.18	Mus musculus homeobox D13 (Hoxd13), mRNA
Gm25897	predicted gene, 25897 [Source:MGI Symbol;Acc:MGI:5455674]	ENSMUST00000083709	4.02	predicted gene, 25897 [gene_biotype:snRNA transcript_biotype:snRNA]
Gpx2	glutathione peroxidase 2	NM_030677	3.92	Mus musculus glutathione peroxidase 2 (Gpx2), mRNA
Ighm	immunoglobulin heavy constant mu	AF321953	3.79	Mus musculus BW2 24-13 immunoglobulin heavy chain mRNA, partial cds
Gm24032	predicted gene, 24032 [Source:MGI Symbol;Acc:MGI:5453809]	ENSMUST00000083932	3.79	predicted gene, 24032 [gene_biotype:snRNA transcript_biotype:snRNA]
Ighv4-1	immunoglobulin heavy variable 4-1	OTTMUST00000130463	3.50	immunoglobulin heavy variable 4-1[gene_biotype:IG_gene transcript_biotype:IG_gene]
Gm23280	predicted gene, 23280 [Source:MGI Symbol;Acc:MGI:5453057]	ENSMUST00000157905	3.35	predicted gene, 23280 [gene_biotype:snoRNA transcript_biotype:snoRNA]
Gm22149	predicted gene, 22149 [Source:MGI Symbol;Acc:MGI:5451926]	ENSMUST00000104442	3.33	predicted gene, 22149 [gene_biotype:snoRNA transcript_biotype:snoRNA]
Ifit3b	interferon-induced protein with tetratricopeptide repeats 3B	NM_001005858	3.31	Mus musculus interferon-induced protein with tetratricopeptide repeats 3B (Ifit3b), mRNA
		ENSMUST00000106852	3.31	predicted gene 10964 [gene_biotype:protein_coding transcript_biotype:protein_coding]
Gm22305	predicted gene, 22305 [Source:MGI Symbol;Acc:MGI:5452082]	ENSMUST00000082690	3.30	predicted gene, 22305 [gene_biotype:snRNA transcript_biotype:snRNA]
Igkv9-120	immunoglobulin kappa chain variable 9-120	OTTMUST00000131795	3.23	immunoglobulin kappa chain variable 9-120[gene_biotype:IG_gene transcript_biotype:IG_gene]
Klra9	killer cell lectin-like receptor subfamily A, member 9	NM_010651	3.19	Mus musculus killer cell lectin-like receptor subfamily A, member 9 (Klra9), mRNA
1700054O19Rik	RIKEN cDNA 1700054O19 gene	XR_383299	3.17	PREDICTED: Mus musculus RIKEN cDNA 1700054O19 gene (1700054O19Rik), misc_RNA
2200002J24Rik	RIKEN cDNA 2200002J24 gene	XM_006540347	3.15	PREDICTED: Mus musculus RIKEN cDNA 2200002J24 gene (2200002J24Rik), transcript variant X1, mRNA
Ighm	immunoglobulin heavy constant mu	AF045497	3.09	Mus musculus dC10 anti-poly(dC) monoclonal antibody heavy chain variable region, (IgH) mRNA, partial cds
Gm22521	predicted gene, 22521 [Source:MGI Symbol;Acc:MGI:5452298]	ENSMUST00000158272	3.08	predicted gene, 22521 [gene_biotype:snoRNA transcript_biotype:snoRNA]
Gm23626	predicted gene, 23626 [Source:MGI Symbol;Acc:MGI:5453403]	ENSMUST00000082458	3.07	predicted gene, 23626 [gene_biotype:snoRNA transcript_biotype:snoRNA]
Gm26375	predicted gene, 26375 [Source:MGI Symbol;Acc:MGI:5456152]	ENSMUST00000101829	3.03	predicted gene, 26375 [gene_biotype:snRNA transcript_biotype:snRNA]
Gm24555	predicted gene, 24555 [Source:MGI Symbol;Acc:MGI:5454332]	ENSMUST00000104548	3.02	predicted gene, 24555 [gene_biotype:snoRNA transcript_biotype:snoRNA]
Olfr555	olfactory receptor 555	NM_147103	3.01	Mus musculus olfactory receptor 555 (Olfr555), mRNA

**Table 4:** List of genes (by |FC| ≥ 3) downregulated by C3 deficiency-induced constipation.

Gene Symbol	Gene Name	Accession No.	Fold of Change	GO Category
Pnlip	pancreatic lipase	NM_026925	−658.36	Mus musculus pancreatic lipase (Pnlip), mRNA.
Cel	carboxyl ester lipase	NM_009885	−476.60	Mus musculus carboxyl ester lipase (Cel), mRNA.
Cpb1	carboxypeptidase B1 (tissue)	NM_029706	−257.26	Mus musculus carboxypeptidase B1 (tissue) (Cpb1), mRNA.
Ctrl	chymotrypsin-like	NM_023182	−214.25	Mus musculus chymotrypsin-like (Ctrl), mRNA.
2210010C04Rik	RIKEN cDNA 2210010C04 gene	NM_023333	−208.33	Mus musculus RIKEN cDNA 2210010C04 gene (2210010C04Rik), mRNA.
Pnliprp1	pancreatic lipase-related protein 1	NM_018874	−205.18	Mus musculus pancreatic lipase-related protein 1 (Pnliprp1), mRNA.
Reg1	regenerating islet-derived 1	NM_009042	−187.41	Mus musculus regenerating islet-derived 1 (Reg1), mRNA.
Amy2a5	amylase 2a5	NM_001042711	−183.01	Mus musculus amylase 2a5 (Amy2a5), mRNA.
Amy2a5	amylase 2a5	NM_001042711	−167.12	Mus musculus amylase 2a5 (Amy2a5), mRNA.
Amy2a5	amylase 2a5	NM_001042711	−162.29	Mus musculus amylase 2a5 (Amy2a5), mRNA.
Amy2a5	amylase 2a5	NM_001042711	−162.29	Mus musculus amylase 2a5 (Amy2a5), mRNA.
Cpa1	carboxypeptidase A1, pancreatic	NM_025350	−158.70	Mus musculus carboxypeptidase A1, pancreatic (Cpa1), mRNA.
Rnase1	ribonuclease, RNase A family, 1 (pancreatic)	NM_011271	−146.66	Mus musculus ribonuclease, RNase A family, 1 (pancreatic) (Rnase1), mRNA.
Ctrb1	chymotrypsinogen B1	NM_025583	−126.96	Mus musculus chymotrypsinogen B1 (Ctrb1), mRNA.
Cela2a	chymotrypsin-like elastase family, member 2A	NM_007919	−114.78	Mus musculus chymotrypsin-like elastase family, member 2A (Cela2a), mRNA.
Prss2	protease, serine 2	NM_009430	−94.18	Mus musculus protease, serine 2 (Prss2), mRNA.
Xist	inactive X-specific transcripts	NR_001463	−92.79	Mus musculus inactive X-specific transcripts (Xist), transcript variant 1, long non-coding RNA.
Gm5409	predicted pseudogene 5409	NM_001003664	−74.02	Mus musculus predicted pseudogene 5409 (Gm5409), mRNA.
Gp2	glycoprotein 2 (zymogen granule membrane)	NM_025989	−66.26	Mus musculus glycoprotein 2 (zymogen granule membrane) (Gp2), mRNA.
Amy2b	amylase 2b	NM_001190403	−64.57	Mus musculus amylase 2b (Amy2b), transcript variant 1, mRNA.
Serpini2	serine (or cysteine) peptidase inhibitor, clade I, member 2	NM_026460	−63.69	Mus musculus serine (or cysteine) peptidase inhibitor, clade I, member 2 (Serpini2), mRNA.
Pnliprp2	pancreatic lipase-related protein 2	NM_011128	−55.74	Mus musculus pancreatic lipase-related protein 2 (Pnliprp2), mRNA.
Pdia2	protein disulfide isomerase-associated 2	NM_001081070	−51.56	Mus musculus protein disulfide isomerase-associated 2 (Pdia2), mRNA.
Pla2g1b	phospholipase A2, group IB, pancreas	NM_011107	−49.31	Mus musculus phospholipase A2, group IB, pancreas (Pla2g1b), mRNA.
Ctrc	chymotrypsin C (caldecrin)	NM_001033875	−47.07	Mus musculus chymotrypsin C (caldecrin) (Ctrc), mRNA.
Prss1	protease, serine 1 (trypsin 1)	NM_053243	−44.45	Mus musculus protease, serine 1 (trypsin 1) (Prss1), mRNA.
Clps	colipase, pancreatic	NM_025469	−42.88	Mus musculus colipase, pancreatic (Clps), mRNA.
Cela3b	chymotrypsin-like elastase family, member 3B	NM_026419	−42.82	Mus musculus chymotrypsin-like elastase family, member 3B (Cela3b), mRNA.
Try4	trypsin 4	NM_011646	−35.21	Mus musculus trypsin 4 (Try4), mRNA.
Cpa2	carboxypeptidase A2, pancreatic	NM_001024698	−32.13	Mus musculus carboxypeptidase A2, pancreatic (Cpa2), mRNA.
Olfr764-ps1	olfactory receptor 764, pseudogene 1	XM_887185	−27.97	PREDICTED: Mus musculus olfactory receptor 764 (Olfr764), mRNA.
Cuzd1	CUB and zona pellucida-like domains 1	NM_008411	−24.78	Mus musculus CUB and zona pellucida-like domains 1 (Cuzd1), mRNA.
Cckar	cholecystokinin A receptor	NM_009827	−12.71	Mus musculus cholecystokinin A receptor (Cckar), mRNA.
Tff2	trefoil factor 2 (spasmolytic protein 1)	NM_009363	−10.82	Mus musculus trefoil factor 2 (spasmolytic protein 1) (Tff2), mRNA.
Cela1	chymotrypsin-like elastase family, member 1	NM_033612	−9.61	Mus musculus chymotrypsin-like elastase family, member 1 (Cela1), mRNA.
Ang4	angiogenin, ribonuclease A family, member 4	NM_177544	−8.63	Mus musculus angiogenin, ribonuclease A family, member 4 (Ang4), mRNA.
Tmed6	transmembrane emp24 protein transport domain containing 6	NM_025458	−7.42	Mus musculus transmembrane emp24 protein transport domain containing 6 (Tmed6), mRNA.
Ighv1-67	immunoglobulin heavy variable V1-67	OTTMUST00000131282	−7.09	immunoglobulin heavy variable V1-67[gene_biotype:IG_gene transcript_biotype:IG_gene]
Reg3d	regenerating islet-derived 3 delta	NM_001161741	−6.90	Mus musculus regenerating islet-derived 3 delta (Reg3d), transcript variant 2, mRNA.
Sptssb	serine palmitoyltransferase, small subunit B	NM_001164210	−6.68	Mus musculus serine palmitoyltransferase, small subunit B (Sptssb), transcript variant 1, mRNA.
Vtn	vitronectin	NM_011707	−5.72	Mus musculus vitronectin (Vtn), mRNA.
Tmed11	transmembrane emp24 protein transport domain containing	NM_026109	−5.08	Mus musculus transmembrane emp24 protein transport domain containing (Tmed11), mRNA.
Igkv6-17	immunoglobulin kappa variable 6-17	OTTMUST00000133153	−5.08	immunoglobulin kappa variable 6-17[gene_biotype:IG_gene transcript_biotype:IG_gene]
Aqp12	aquaporin 12	NM_001159658	−4.75	Mus musculus aquaporin 12 (Aqp12), transcript variant 2, mRNA.
1810007D17Rik	RIKEN cDNA 1810007D17 gene	NR_038136	−4.75	Mus musculus RIKEN cDNA 1810007D17 gene (1810007D17Rik), long non-coding RNA.
Try5	trypsin 5	NM_001003405	−4.59	Mus musculus trypsin 5 (Try5), mRNA.
Plet1	placenta expressed transcript 1	NM_029639	−4.51	Mus musculus placenta expressed transcript 1 (Plet1), mRNA.
Try10	trypsin 10	NM_001038996	−4.38	Mus musculus trypsin 10 (Try10), mRNA.
B3gnt6	UDP-GlcNAc:betaGal beta-1,3-N-acetylglucosaminyltransferase 6 (core 3 synthase)	NM_001081167	−4.20	Mus musculus UDP-GlcNAc:betaGal beta-1,3-N-acetylglucosaminyltransferase 6 (core 3 synthase) (B3gnt6), mRNA.
Itln1	intelectin 1 (galactofuranose binding)	NM_010584	−4.04	Mus musculus intelectin 1 (galactofuranose binding) (Itln1), mRNA.
Ighg	Immunoglobulin heavy chain (gamma polypeptide)	AB097847	−3.89	Mus musculus mRNA for immunoglobulin gamma-2a heavy chain, complete cds, anti-malathion monoclonal antibody MLT2-23.
Igkv3-4	immunoglobulin kappa variable 3-4	OTTMUST00000133343	−3.82	immunoglobulin kappa variable 3-4[gene_biotype:IG_gene transcript_biotype:IG_gene]
		GENSCAN00000010106	−3.75	cdna:genscan chromosome:GRCm38:19:28745871:28759892:-1 transcript_biotype:protein_coding
Gm25720	predicted gene, 25720 [Source:MGI Symbol;Acc:MGI:5455497]	ENSMUST00000157503	−3.72	predicted gene, 25720 [gene_biotype:snRNA transcript_biotype:snRNA]
Gm26441	predicted gene, 26441 [Source:MGI Symbol;Acc:MGI:5456218]	ENSMUST00000082590	−3.54	predicted gene, 26441 [gene_biotype:snRNA transcript_biotype:snRNA]
Chst2	carbohydrate sulfotransferase 2	NM_018763	−3.24	Mus musculus carbohydrate sulfotransferase 2 (Chst2), mRNA.
Vmn2r57	vomeronasal 2, receptor 57	NM_177764	−3.22	Mus musculus vomeronasal 2, receptor 57 (Vmn2r57), mRNA.
Fabp2	fatty acid-binding protein 2, intestinal	NM_007980	−3.20	Mus musculus fatty acid-binding protein 2, intestinal (Fabp2), mRNA.
		NONMMUT000288	−3.20	Non-coding transcript identified by NONCODE
Isx	intestine-specific homeobox	NM_001294278	−3.15	Mus musculus intestine-specific homeobox (Isx), transcript variant 1, mRNA.
Klk1b27	kallikrein 1-related peptidase b27	NM_020268	−3.09	Mus musculus kallikrein 1-related peptidase b27 (Klk1b27), mRNA.
Psg25	pregnancy-specific glycoprotein 25	NM_054060	−3.06	Mus musculus pregnancy-specific glycoprotein 25 (Psg25), mRNA.
Gm24762	predicted gene, 24762 [Source:MGI Symbol;Acc:MGI:5454539]	ENSMUST00000083689	−3.02	predicted gene, 24762 [gene_biotype:snRNA transcript_biotype:snRNA]
Ero1lb	ERO1-like beta (S. cerevisiae)	NM_026184	−3.02	Mus musculus ERO1-like beta (S. cerevisiae) (Ero1lb), mRNA.

## Data Availability

The microarray datasets produced in this study are available in the GEO database (http://www.ncbi.nlm.nih.gov/geo) under accession number GSE261184. Data are openly available in a public repository that issues datasets with DOIs.

## Supplementary Materials

The following supporting information can be downloaded at: https://www.mdpi.com/article/10.3390/ijms25179530/s1.

# Supplementary material for: Novel Role of the ALPI Gene Associated with Constipation Caused by Complement Component 3 Deficiency
**Source:** Int J Mol Sci. 2024 Sep 2;25(17):9530. doi: 10.3390/ijms25179530
**Supplement:** Supplementary file 1

Supplement Figure

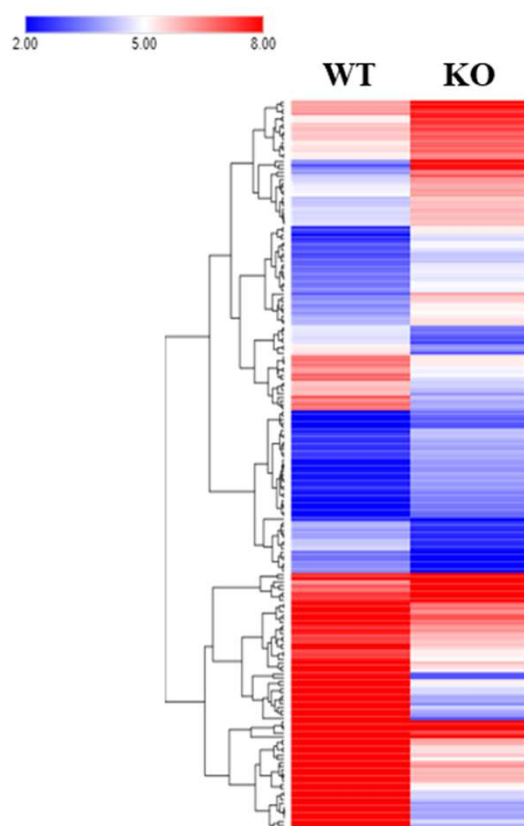

Supplement Figure S1. Microarray heat map and clustering based on hierarchy for the top 455 gene expression data ($|\text{FC}| \geq 2$) from the datasets. Upregulated genes are represented in red, and down-regulated genes are represented in blue. Abbreviation: FC, Fold change.

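The heat map shows the 455 transcript clusters that were at least 2-fold different between the 2 arrays, 1 for WT and 1 for C3 KO. Clustering then orders genes, since a pair of samples can form only 1 tree. Of 184 rows read from the supplementary list of higher genes, 183 were matched to a transcript cluster, and the fold was the same within rounding for 183. Of 156 rows read from the list of lower genes, 154 were matched, and the fold was the same within rounding for 154.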

Supplement Table

Supplement Table S1. List of genes (by $3 > |FC| \geq 2$) upregulated by C3 deficiency-induced constipation

Gene Symbol	Gene Name	Accession No.	Fold of change	GO category
Gm23111	predicted gene, 23111 [Source:MGI Symbol;Acc:MGI:5452888]	ENSMUST00000122652	2.96	predicted gene, 23111 [gene_biotype:snRNA transcript_biotype:snRNA]
Gm25495	predicted gene, 25495 [Source:MGI Symbol;Acc:MGI:5455272]	ENSMUST00000104431	2.96	predicted gene, 25495 [gene_biotype:snoRNA transcript_biotype:snoRNA]
Gm26251	predicted gene, 26251 [Source:MGI Symbol;Acc:MGI:5456028]	ENSMUST00000122498	2.94	predicted gene, 26251 [gene_biotype:snoRNA transcript_biotype:snoRNA]
Cyp4a10	cytochrome P450, family 4, subfamily a, polypeptide 10	NM_010011	2.94	Mus musculus cytochrome P450, family 4, subfamily a, polypeptide 10 (Cyp4a10), mRNA.
		ENSMUST00000098716	2.94	predicted gene 10663 [gene_biotype:protein_coding transcript_biotype:protein_coding]
Gm22938	predicted gene, 22938 [Source:MGI Symbol;Acc:MGI:5452715]	ENSMUST00000103956	2.94	predicted gene, 22938 [gene_biotype:snoRNA transcript_biotype:snoRNA]
Alb	albumin	NM_009654	2.92	Mus musculus albumin (Alb), mRNA.
Gm5174	predicted gene 5174	XM_006514382	2.91	PREDICTED: Mus musculus predicted gene 5174 (Gm5174), transcript variant X2, mRNA.
Olfr110	olfactory receptor 110	NM_146328	2.85	Mus musculus olfactory receptor 110 (Olfr110), mRNA.
5033404E19Rik	NSA2 ribosome biogenesis homolog pseudogene	NR_033600	2.85	Mus musculus RIKEN cDNA 5033404E19 gene (5033404E19Rik), non-coding RNA.
Iglv3	immunoglobulin lambda variable 3	OTTMUST00000133490	2.81	immunoglobulin lambda variable 3 [gene_biotype:IG_gene transcript_biotype:IG_gene]
Clec2j	C-type lectin domain family 2, member J	XM_006506842	2.81	PREDICTED: Mus musculus C-type lectin domain family 2, member J (Clec2j), mRNA.
Scel	sciellin	NM_022886	2.79	Mus musculus sciellin (Scel), mRNA.
Gm4759	GTPase, very large interferon inducible 1 pseudogene	NR_003967	2.77	Mus musculus predicted gene 4759 (Gm4759), non-coding RNA.
Gm24202	predicted gene, 24202 [Source:MGI Symbol;Acc:MGI:5453979]	ENSMUST00000082948	2.76	predicted gene, 24202 [gene_biotype:snRNA transcript_biotype:snRNA]
Cldn4	claudin 4	NM_009903	2.74	Mus musculus claudin 4 (Cldn4), mRNA.
Slc30a10	solute carrier family 30, member 10	NM_001033286	2.74	Mus musculus solute carrier family 30, member 10 (Slc30a10), mRNA.

Ighv8-8	immunoglobulin heavy variable 8-8	OTTMUST00000131094	2.73	immunoglobulin heavy variable 8-8 [gene_biotype:IG_gene transcript_biotype:IG_gene]
Gm22573	predicted gene, 22573 [Source:MGI Symbol;Acc:MGI:5452350]	ENSMUST00000082982	2.73	predicted gene, 22573 [gene_biotype:snRNA transcript_biotype:snRNA]
Gm25524	predicted gene, 25524 [Source:MGI Symbol;Acc:MGI:5455301]	ENSMUST00000101821	2.72	predicted gene, 25524 [gene_biotype:snRNA transcript_biotype:snRNA]
Ighv1-81	immunoglobulin heavy variable 1-81	OTTMUST00000131492	2.66	immunoglobulin heavy variable 1-81 [gene_biotype:IG_gene transcript_biotype:IG_gene]
4930553J12Rik	RIKEN cDNA 4930553J12 gene	XR_105792	2.64	PREDICTED: Mus musculus RIKEN cDNA 4930553J12 gene (4930553J12Rik), misc_RNA.
Rpp40	ribonuclease P 40 subunit	NM_145938	2.63	Mus musculus ribonuclease P 40 subunit (Rpp40), mRNA.
Gm25663	predicted gene, 25663 [Source:MGI Symbol;Acc:MGI:5455440]	ENSMUST00000157698	2.63	predicted gene, 25663 [gene_biotype:snoRNA transcript_biotype:snoRNA]
Igkv3-12	immunoglobulin kappa variable 3-12	OTTMUST00000133325	2.62	immunoglobulin kappa variable 3-12 [gene_biotype:IG_gene transcript_biotype:IG_gene]
Gm25431	predicted gene, 25431 [Source:MGI Symbol;Acc:MGI:5455208]	ENSMUST00000101978	2.62	predicted gene, 25431 [gene_biotype:snRNA transcript_biotype:snRNA]
Mirlet7f-1	microRNA let7f-1	NR_029731	2.61	Mus musculus microRNA let7f-1 (Mirlet7f-1), microRNA.
Lilr4b	leukocyte immunoglobulin-like receptor, subfamily B, member 4B	NM_001291892	2.60	Mus musculus leukocyte immunoglobulin-like receptor, subfamily B, member 4B (Lilr4b), transcript variant 2, mRNA.
n-R5s29	nuclear encoded rRNA 5S 29 [Source:MGI Symbol;Acc:MGI:4421874]	ENSMUST00000082836	2.60	nuclear encoded rRNA 5S 29 [gene_biotype:rRNA transcript_biotype:rRNA]
Gm24880	predicted gene, 24880 [Source:MGI Symbol;Acc:MGI:5454657]	ENSMUST00000158776	2.59	predicted gene, 24880 [gene_biotype:rRNA transcript_biotype:rRNA]
Ighv7-3	immunoglobulin heavy variable 7-3	AF045506	2.59	Mus musculus 9E10 monoclonal antibody heavy chain variable region, (IgH) mRNA, partial cds.
Gm23014	predicted gene, 23014 [Source:MGI Symbol;Acc:MGI:5452791]	ENSMUST00000104144	2.59	predicted gene, 23014 [gene_biotype:snoRNA transcript_biotype:snoRNA]
Pzp	pregnancy zone protein	NM_007376	2.55	Mus musculus pregnancy zone protein (Pzp), mRNA.
Gm22005	predicted gene, 22005 [Source:MGI Symbol;Acc:MGI:5451782]	ENSMUST00000082795	2.54	predicted gene, 22005 [gene_biotype:snRNA transcript_biotype:snRNA]

Gm3543	predicted gene 3543<br>[Source:MGI Symbol;Acc:MGI:3781720]	ENSMUST00000111870	2.54	predicted gene 3543 [gene_biotype:protein_coding transcript_biotype:protein_coding]
Ms4a12	membrane-spanning<br>4-domains, subfamily<br>A, member 12	XM_006527505	2.53	PREDICTED: Mus musculus membrane-spanning 4-domains, subfamily A, member 12 (Ms4a12), transcript variant X1, mRNA.
Olfr1140	olfactory receptor 1140	NM_146642	2.52	Mus musculus olfactory receptor 1140 (Olfr1140), mRNA.
Hist1h4d	histone cluster 1, H4d	OTTMUST00000001149	2.52	histone cluster 1, H4d[gene_biotype:protein_coding transcript_biotype:protein_coding]
4930596I21Rik	RIKEN cDNA<br>4930596I21 gene	NR_108103	2.51	Mus musculus RIKEN cDNA 4930596I21 gene (4930596I21Rik), long non-coding RNA.
Igkv14-111	immunoglobulin<br>kappa variable 14-111	OTTMUST00000131890	2.51	immunoglobulin kappa variable 14-111[gene_biotype:IG_gene transcript_biotype:IG_gene]
Gm24258	predicted gene, 24258<br>[Source:MGI Symbol;Acc:MGI:5454035]	ENSMUST000000083739	2.50	predicted gene, 24258 [gene_biotype:snoRNA transcript_biotype:snoRNA]
Igkv8-24	immunoglobulin<br>kappa chain variable<br>8-24	OTTMUST00000133030	2.47	immunoglobulin kappa chain variable 8-24[gene_biotype:IG_gene transcript_biotype:IG_gene]
Gm25764	predicted gene, 25764<br>[Source:MGI Symbol;Acc:MGI:5455541]	ENSMUST00000104092	2.47	predicted gene, 25764 [gene_biotype:snoRNA transcript_biotype:snoRNA]
Gm22764	predicted gene, 22764<br>[Source:MGI Symbol;Acc:MGI:5452541]	ENSMUST00000158370	2.46	predicted gene, 22764 [gene_biotype:snRNA transcript_biotype:snRNA]
Ms4a1	membrane-spanning<br>4-domains, subfamily<br>A, member 1	NM_007641	2.46	Mus musculus membrane-spanning 4-domains, subfamily A, member 1 (Ms4a1), mRNA.
Igkv12-46	immunoglobulin<br>kappa variable 12-46	OTTMUST00000132847	2.46	immunoglobulin kappa variable 12-46[gene_biotype:IG_gene transcript_biotype:IG_gene]
		NONMMUT051679	2.45	Non-coding transcript identified by NONCODE
		NONMMUT014107	2.44	Non-coding transcript identified by NONCODE
Gm11115	predicted gene 11115<br>[Source:MGI Symbol;Acc:MGI:3779367]	ENSMUST00000113255	2.43	predicted gene 11115 [gene_biotype:protein_coding transcript_biotype:protein_coding]
n-R5s218	nuclear encoded rRNA<br>5S 218 [Source:MGI<br>Symbol;Acc:MGI:4422083]	ENSMUST00000122583	2.43	nuclear encoded rRNA 5S 218 [gene_biotype:rRNA transcript_biotype:rRNA]
		NONMMUT049198	2.41	Non-coding transcript identified by NONCODE: Antisense

Desi2	desumoylating isopeptidase 2	ENSMUST00000027783	2.41	desumoylating isopeptidase 2 [gene_biotype:protein_coding transcript_biotype:protein_coding]
Fgg	fibrinogen gamma chain	NM_133862	2.39	Mus musculus fibrinogen gamma chain (Fgg), mRNA.
Mup3	major urinary protein 3	NM_001039544	2.38	Mus musculus major urinary protein 3 (Mup3), mRNA.
Gm23561	predicted gene, 23561 [Source:MGI Symbol;Acc:MGI:5453338]	ENSMUST00000179812	2.37	predicted gene, 23561 [gene_biotype:snoRNA transcript_biotype:snoRNA]
		GENSCAN00000031592	2.36	cdna:genscan chromosome:GRCm38:19:16022373:16025720:1 transcript_biotype:protein_coding
Gm23237	predicted gene, 23237 [Source:MGI Symbol;Acc:MGI:5453014]	ENSMUST00000104639	2.36	predicted gene, 23237 [gene_biotype:miRNA transcript_biotype:miRNA]
Gm25406	predicted gene, 25406 [Source:MGI Symbol;Acc:MGI:5455183]	ENSMUST00000157599	2.35	predicted gene, 25406 [gene_biotype:snoRNA transcript_biotype:snoRNA]
Ighv1-77	immunoglobulin heavy variable 1-77	OTTMUST00000131410	2.34	immunoglobulin heavy variable 1-77 [gene_biotype:IG_gene transcript_biotype:IG_gene]
		NONMMUT063737	2.34	Non-coding transcript identified by NONCODE: Linc
Gm23311	predicted gene, 23311 [Source:MGI Symbol;Acc:MGI:5453088]	ENSMUST00000104152	2.33	predicted gene, 23311 [gene_biotype:snoRNA transcript_biotype:snoRNA]
Gm6614	predicted gene 6614	NM_001081318	2.32	Mus musculus predicted gene 6614 (Gm6614), mRNA.
Gm23605	predicted gene, 23605 [Source:MGI Symbol;Acc:MGI:5453382]	ENSMUST00000157255	2.32	predicted gene, 23605 [gene_biotype:snoRNA transcript_biotype:snoRNA]
Igkv6-15	immunoglobulin kappa variable 6-15	OTTMUST00000133187	2.31	immunoglobulin kappa variable 6-15 [gene_biotype:IG_gene transcript_biotype:IG_gene]
C7	complement component 7	NM_001243837	2.31	Mus musculus complement component 7 (C7), mRNA.
Pcdhb10	protocadherin beta 10	NM_053135	2.31	Mus musculus protocadherin beta 10 (Pcdhb10), mRNA.
Gm24261	predicted gene, 24261 [Source:MGI Symbol;Acc:MGI:5454038]	ENSMUST00000083744	2.30	predicted gene, 24261 [gene_biotype:snRNA transcript_biotype:snRNA]
Mir344d-3	microRNA 344d-3	NR_037209	2.30	Mus musculus microRNA 344d-3 (Mir344d-3), microRNA.
9230113P08Rik	RIKEN cDNA 9230113P08 gene	XM_006510720	2.30	PREDICTED: Mus musculus RIKEN cDNA 9230113P08 gene (9230113P08Rik), transcript variant X3, mRNA.
Gm25438	predicted gene, 25438 [Source:MGI Symbol;Acc:MGI:5455215]	ENSMUST00000158281	2.30	predicted gene, 25438 [gene_biotype:snoRNA transcript_biotype:snoRNA]

Gm23016	predicted gene, 23016<br>[Source:MGI Sym-<br>bol;Acc:MGI:5452793]	ENSMUST00000158<br>431	2.30	predicted gene, 23016 [gene_bio-<br>type:snRNA transcript_bio-<br>type:snRNA]
Gm12794	predicted gene 12794	NM_001085516	2.30	Mus musculus predicted gene 12794<br>(Gm12794), mRNA.
Mir466h	microRNA 466h	NR_030570	2.30	Mus musculus microRNA 466h<br>(Mir466h), microRNA.
Gm5512	required for meiotic<br>nuclear division 1<br>pseudogene	NR_002891	2.29	Mus musculus predicted gene 5512<br>(Gm5512), non-coding RNA.
Mir192	microRNA 192	NR_029720	2.29	Mus musculus microRNA 192<br>(Mir192), microRNA.
Olfr160	olfactory receptor 160	NM_030553	2.28	Mus musculus olfactory receptor 160<br>(Olfr160), mRNA.
n-R5s5	nuclear encoded rRNA<br>5S 5 [Source:MGI Sym-<br>bol;Acc:MGI:4421739]	ENSMUST00000083<br>134	2.28	nuclear encoded rRNA 5S 5 [gene_bi-<br>otype:rRNA transcript_bio-<br>type:rRNA]
4732465J04Ri<br>k	RIKEN cDNA<br>4732465J04 gene	XR_380952	2.27	PREDICTED: Mus musculus RIKEN<br>cDNA 4732465J04 gene<br>(4732465J04Rik), misc_RNA.
Igkv17-127	immunoglobulin<br>kappa variable 17-127	OTTMUST00000131<br>759	2.27	immunoglobulin kappa variable 17-<br>127[gene_biotype:IG_gene tran-<br>script_biotype:IG_gene]
Mir466i	microRNA 466i	NR_035412	2.27	Mus musculus microRNA 466i<br>(Mir466i), microRNA.
Mir3087	microRNA 3087	NR_037270	2.27	Mus musculus microRNA 3087<br>(Mir3087), microRNA.
Gm26121	predicted gene, 26121<br>[Source:MGI Sym-<br>bol;Acc:MGI:5455898]	ENSMUST00000083<br>364	2.26	predicted gene, 26121 [gene_bio-<br>type:snRNA transcript_bio-<br>type:snRNA]
Igkv3-5	immunoglobulin<br>kappa chain variable<br>3-5	OTTMUST00000133<br>342	2.26	immunoglobulin kappa chain varia-<br>ble 3-5[gene_biotype:IG_gene tran-<br>script_biotype:IG_gene]
Gm24962	predicted gene, 24962<br>[Source:MGI Sym-<br>bol;Acc:MGI:5454739]	ENSMUST00000157<br>917	2.25	predicted gene, 24962 [gene_bio-<br>type:snRNA transcript_bio-<br>type:snRNA]
Ighm	immunoglobulin<br>heavy constant mu	AF052834	2.25	Mus musculus hybridoma 12A1 im-<br>munoglobulin heavy chain mRNA,<br>partial cds.
Gm24401	predicted gene, 24401<br>[Source:MGI Sym-<br>bol;Acc:MGI:5454178]	ENSMUST00000157<br>868	2.25	predicted gene, 24401 [gene_bio-<br>type:snoRNA transcript_bio-<br>type:snoRNA]
Gm24121	predicted gene, 24121<br>[Source:MGI Sym-<br>bol;Acc:MGI:5453898]	ENSMUST00000102<br>029	2.24	predicted gene, 24121 [gene_bio-<br>type:snRNA transcript_bio-<br>type:snRNA]
Gm25185	predicted gene, 25185<br>[Source:MGI Sym-<br>bol;Acc:MGI:5454962]	ENSMUST00000157<br>754	2.24	predicted gene, 25185 [gene_bio-<br>type:snoRNA transcript_bio-<br>type:snoRNA]
Gm22936	predicted gene, 22936<br>[Source:MGI Sym-<br>bol;Acc:MGI:5452713]	ENSMUST00000103<br>955	2.24	predicted gene, 22936 [gene_bio-<br>type:snoRNA transcript_bio-<br>type:snoRNA]

Oas1e	2-5 oligoadenylate synthetase 1E	NM_145210	2.23	Mus musculus 2-5 oligoadenylate synthetase 1E (Oas1e), mRNA.
Gm24894	predicted gene, 24894 [Source:MGI Symbol;Acc:MGI:5454671]	ENSMUST00000122744	2.23	predicted gene, 24894 [gene_biotype:snoRNA transcript_biotype:snoRNA]
Gm23026	predicted gene, 23026 [Source:MGI Symbol;Acc:MGI:5452803]	ENSMUST00000158772	2.23	predicted gene, 23026 [gene_biotype:snRNA transcript_biotype:snRNA]
2010111I01Rik	RIKEN cDNA 2010111I01 gene	NM_001289926	2.23	Mus musculus RIKEN cDNA 2010111I01 gene (2010111I01Rik), transcript variant 2, mRNA.
Trav6d-6	T cell receptor alpha variable 6D-6	M16676	2.22	Mus musculus T-cell receptor alpha-chain precursor, mRNA, partial cds.
Olfr1214	olfactory receptor 1214	NM_146897	2.22	Mus musculus olfactory receptor 1214 (Olfr1214), mRNA.
Gm26895	predicted gene, 26895 [Source:MGI Symbol;Acc:MGI:5477389]	ENSMUST00000181295	2.22	predicted gene, 26895 [gene_biotype:lincRNA transcript_biotype:lincRNA]
Gm21320	predicted gene, 21320	XM_003688783	2.22	PREDICTED: Mus musculus predicted gene, 21320 (Gm21320), transcript variant X1, mRNA.
		NONMMUT053515	2.22	Non-coding transcript identified by NONCODE
Gm22781	predicted gene, 22781 [Source:MGI Symbol;Acc:MGI:5452558]	ENSMUST00000104083	2.22	predicted gene, 22781 [gene_biotype:snoRNA transcript_biotype:snoRNA]
Hist1h3c	histone cluster 1, H3c	BC120800	2.22	Mus musculus histone cluster 1, H3c, mRNA (cDNA clone MGC:156037 IMAGE:40129723), complete cds.
Igkv4-79	immunoglobulin kappa variable 4-79	OTTMUST00000132413	2.21	immunoglobulin kappa variable 4-79[gene_biotype:IG_gene transcript_biotype:IG_gene]
Taar7d	trace amine-associated receptor 7D	NM_001010838	2.20	Mus musculus trace amine-associated receptor 7D (Taar7d), mRNA.
Mup7	major urinary protein 7	NM_001134675	2.19	Mus musculus major urinary protein 7 (Mup7), mRNA.
Klk1b8	kallikrein 1-related peptidase b8	NM_008457	2.19	Mus musculus kallikrein 1-related peptidase b8 (Klk1b8), mRNA.
Gm16185	predicted gene 16185	XR_379733	2.19	PREDICTED: Mus musculus predicted gene 16185 (Gm16185), ncRNA.
Mir30e	microRNA 30e	NR_029602	2.18	Mus musculus microRNA 30e (Mir30e), microRNA.
Mup19	major urinary protein 19	NM_001135127	2.18	Mus musculus major urinary protein 19 (Mup19), mRNA.
Igk-V1	immunoglobulin kappa chain variable 1 (V1)	AF154883	2.18	Mus musculus clone SIPC3282A immunoglobulin light chain variable region mRNA, partial cds.
Ahsg	alpha-2-HS-glycoprotein	NM_001276449	2.18	Mus musculus alpha-2-HS-glycoprotein (Ahsg), transcript variant 2, mRNA.

Mup14	major urinary protein 14	NM_001199999	2.17	Mus musculus major urinary protein 14 (Mup14), mRNA.
Mup18	major urinary protein 18	NM_001199333	2.17	Mus musculus major urinary protein 18 (Mup18), mRNA.
Mup13	major urinary protein 13	NM_001134674	2.17	Mus musculus major urinary protein 13 (Mup13), mRNA.
Olfr832	olfactory receptor 832	NM_001011824	2.17	Mus musculus olfactory receptor 832 (Olfr832), mRNA.
Olfr508	olfactory receptor 508	NM_146773	2.17	Mus musculus olfactory receptor 508 (Olfr508), mRNA.
Clca4b	chloride channel accessory 4B	NM_001033199	2.16	Mus musculus chloride channel accessory 4B (Clca4b), mRNA.
Mir20b	microRNA 20b	NR_030273	2.16	Mus musculus microRNA 20b (Mir20b), microRNA.
Gm24630	predicted gene, 24630 [Source:MGI Symbol;Acc:MGI:5454407]	ENSMUST00000122768	2.16	predicted gene, 24630 [gene_biotype:snRNA transcript_biotype:snRNA]
Gm25799	predicted gene, 25799 [Source:MGI Symbol;Acc:MGI:5455576]	ENSMUST00000082643	2.16	predicted gene, 25799 [gene_biotype:snRNA transcript_biotype:snRNA]
Gm26663	predicted gene, 26663	XR_881125	2.16	PREDICTED: Mus musculus uncharacterized LOC105247095 (LOC105247095), transcript variant X1, ncRNA.
		NONMMUT012306	2.15	Non-coding transcript identified by NONCODE
Gm26421	predicted gene, 26421 [Source:MGI Symbol;Acc:MGI:5456198]	ENSMUST00000104279	2.15	predicted gene, 26421 [gene_biotype:snoRNA transcript_biotype:snoRNA]
Hrg	histidine-rich glycoprotein	NM_053176	2.14	Mus musculus histidine-rich glycoprotein (Hrg), mRNA.
Mir200b	microRNA 200b	NR_029587	2.14	Mus musculus microRNA 200b (Mir200b), microRNA.
Igkv9-123	immunoglobulin kappa variable 9-123	OTTMUST00000131783	2.14	immunoglobulin kappa variable 9-123[gene_biotype:IG_gene transcript_biotype:IG_gene]
Fbxw24	F-box and WD-40 domain protein 24	NM_001013776	2.14	Mus musculus F-box and WD-40 domain protein 24 (Fbxw24), mRNA.
Gm24989	predicted gene, 24989 [Source:MGI Symbol;Acc:MGI:5454766]	ENSMUST00000104461	2.14	predicted gene, 24989 [gene_biotype:snoRNA transcript_biotype:snoRNA]
Gm24054	predicted gene, 24054 [Source:MGI Symbol;Acc:MGI:5453831]	ENSMUST00000158619	2.13	predicted gene, 24054 [gene_biotype:miRNA transcript_biotype:miRNA]
Olfr166	olfactory receptor 166	NM_147068	2.13	Mus musculus olfactory receptor 166 (Olfr166), mRNA.
Gm6525	ribosomal protein L36a pseudogene	NR_036654	2.12	Mus musculus predicted pseudogene 6525 (Gm6525), non-coding RNA.
Pax5	paired box 5	XM_006537673	2.12	PREDICTED: Mus musculus paired box 5 (Pax5), transcript variant X3, mRNA.

Gm11672	predicted gene 11672<br>[Source:MGI Symbol;Acc:MGI:3651419]	ENSMUST00000140<br>380	2.12	predicted gene 11672 [gene_biotype:antisense transcript_biotype:antisense]
1700031A10Rik	RIKEN cDNA<br>1700031A10 gene	NR_045439	2.12	Mus musculus RIKEN cDNA<br>1700031A10 gene (1700031A10Rik),<br>long non-coding RNA.
Gm20922	predicted gene, 20922<br>[Source:MGI Symbol;Acc:MGI:5434278]	ENSMUST00000186<br>497	2.12	predicted gene, 20922 [gene_biotype:unprocessed_pseudogene transcript_biotype:unprocessed_pseudogene]
Olfr1090	olfactory receptor 1090	NM_146847	2.11	Mus musculus olfactory receptor<br>1090 (Olfr1090), mRNA.
Gm20506	predicted gene 20506	XR_385549	2.11	PREDICTED: Mus musculus predicted<br>gene 20506 (Gm20506), transcript<br>variant X6, ncRNA.
Gm25634	predicted gene, 25634<br>[Source:MGI Symbol;Acc:MGI:5455411]	ENSMUST00000082<br>667	2.11	predicted gene, 25634 [gene_biotype:snRNA transcript_biotype:snRNA]
Gc	group specific component	NM_008096	2.11	Mus musculus group specific component<br>(Gc), mRNA.
		NONMMUT066810	2.10	Non-coding transcript identified by<br>NONCODE
Ifit1bl1	interferon induced<br>protein with tetratricpeptide repeats 1B<br>like 1	NM_001101605	2.10	Mus musculus interferon induced<br>protein with tetratricpeptide repeats<br>1B like 1 (Ifit1bl1), transcript variant<br>2, mRNA.
Mir344e	microRNA 344e	NR_037284	2.10	Mus musculus microRNA 344e<br>(Mir344e), microRNA.
		NONMMUT051567	2.10	Non-coding transcript identified by<br>NONCODE: Sense No Exonic
Gm23698	predicted gene, 23698<br>[Source:MGI Symbol;Acc:MGI:5453475]	ENSMUST00000158<br>836	2.10	predicted gene, 23698 [gene_biotype:snoRNA transcript_biotype:snoRNA]
Gm23169	predicted gene, 23169<br>[Source:MGI Symbol;Acc:MGI:5452946]	ENSMUST00000157<br>157	2.10	predicted gene, 23169 [gene_biotype:snRNA transcript_biotype:snRNA]
Gm24078	predicted gene, 24078<br>[Source:MGI Symbol;Acc:MGI:5453855]	ENSMUST00000158<br>184	2.10	predicted gene, 24078 [gene_biotype:miRNA transcript_biotype:miRNA]
Ifi44l	interferon-induced<br>protein 44 like	OTTMUST00000133<br>608	2.09	interferon-induced protein 44<br>like[gene_biotype:protein_coding<br>transcript_biotype:protein_coding]
Mir301b	microRNA 301b	NR_030415	2.09	Mus musculus microRNA 301b<br>(Mir301b), microRNA.
Klri1	killer cell lectin-like receptor family I member 1	NM_001012520	2.08	Mus musculus killer cell lectin-like<br>receptor family I member 1 (Klri1),<br>mRNA.
E330012B07Rik	RIKEN cDNA<br>E330012B07 gene	NR_033640	2.08	Mus musculus RIKEN cDNA<br>E330012B07 gene (E330012B07Rik),<br>long non-coding RNA.

4930519F16Rik	RIKEN cDNA<br>4930519F16 gene	NM_029170	2.08	Mus musculus RIKEN cDNA<br>4930519F16 gene (4930519F16Rik),<br>mRNA.
		NONMMUT067797	2.08	Non-coding transcript identified by<br>NONCODE
Gm24141	predicted gene, 24141<br>[Source:MGI Symbol;Acc:MGI:5453918]	ENSMUST00000122776	2.08	predicted gene, 24141 [gene_biotype:snRNA transcript_biotype:snRNA]
Gm23321	predicted gene, 23321<br>[Source:MGI Symbol;Acc:MGI:5453098]	ENSMUST00000104465	2.08	predicted gene, 23321 [gene_biotype:snoRNA transcript_biotype:snoRNA]
Gm25921	predicted gene, 25921<br>[Source:MGI Symbol;Acc:MGI:5455698]	ENSMUST00000158305	2.08	predicted gene, 25921 [gene_biotype:snoRNA transcript_biotype:snoRNA]
Gm22740	predicted gene, 22740<br>[Source:MGI Symbol;Acc:MGI:5452517]	ENSMUST00000083439	2.08	predicted gene, 22740 [gene_biotype:snRNA transcript_biotype:snRNA]
Zfp942	zinc finger protein 942	NM_001199048	2.07	Mus musculus zinc finger protein 942<br>(Zfp942), mRNA.
Fam198b	family with sequence<br>similarity 198, member<br>B	NM_133187	2.07	Mus musculus family with sequence<br>similarity 198, member B (Fam198b),<br>mRNA.
Gm23622	predicted gene, 23622<br>[Source:MGI Symbol;Acc:MGI:5453399]	ENSMUST00000082460	2.06	predicted gene, 23622 [gene_biotype:snRNA transcript_biotype:snRNA]
Edn1	endothelin 1	NM_010104	2.06	Mus musculus endothelin 1 (Edn1),<br>mRNA.
Gm23274	predicted gene, 23274<br>[Source:MGI Symbol;Acc:MGI:5453051]	ENSMUST00000104056	2.06	predicted gene, 23274 [gene_biotype:snoRNA transcript_biotype:snoRNA]
Gm25916	predicted gene, 25916<br>[Source:MGI Symbol;Acc:MGI:5455693]	ENSMUST00000104263	2.06	predicted gene, 25916 [gene_biotype:snoRNA transcript_biotype:snoRNA]
Gm25753	predicted gene, 25753<br>[Source:MGI Symbol;Acc:MGI:5455530]	ENSMUST00000116792	2.06	predicted gene, 25753 [gene_biotype:miRNA transcript_biotype:miRNA]
Gm24053	predicted gene, 24053<br>[Source:MGI Symbol;Acc:MGI:5453830]	ENSMUST00000158620	2.05	predicted gene, 24053 [gene_biotype:miRNA transcript_biotype:miRNA]
Nxpe2	neurexophilin and PC-<br>esterase domain family,<br>member 2	NM_030069	2.05	Mus musculus neurexophilin and<br>PC-esterase domain family, member<br>2 (Nxpe2), mRNA.
Vmn1r148	vomer nasal 1 receptor 148	NM_030736	2.04	Mus musculus vomer nasal 1 receptor 148 (Vmn1r148), mRNA.
Gm22287	predicted gene, 22287<br>[Source:MGI Symbol;Acc:MGI:5452064]	ENSMUST00000083197	2.04	predicted gene, 22287 [gene_biotype:snRNA transcript_biotype:snRNA]
Nudt10	nudix (nucleoside diphosphate linked moiety X)-type motif 10	NM_001031664	2.04	Mus musculus nudix (nucleoside diphosphate linked moiety X)-type motif 10 (Nudt10), mRNA.

Gm24075	predicted gene, 24075<br>[Source:MGI Symbol;Acc:MGI:5453852]	ENSMUST00000158<br>175	2.04	predicted gene, 24075 [gene_biotype:snoRNA transcript_biotype:snoRNA]
Gm16206	predicted gene 16206	XR_867285	2.03	PREDICTED: Mus musculus predicted gene 16206 (Gm16206), ncRNA.
Khdc1c	KH domain containing 1C	ENSMUST00000070<br>223	2.03	KH domain containing 1C [gene_biotype:protein_coding transcript_biotype:protein_coding]
Mir669m-1	microRNA 669m-1	NR_035474	2.03	Mus musculus microRNA 669m-1 (Mir669m-1), microRNA.
Gm5925	germ cell-less homolog 1 family pseudogene	NR_040410	2.03	Mus musculus predicted gene 5925 (Gm5925), non-coding RNA.
Dus4l	dihydrouridine synthase 4-like (S. cerevisiae)	NM_028002	2.03	Mus musculus dihydrouridine synthase 4-like (S. cerevisiae) (Dus4l), mRNA.
Ugt2b1	UDP glucuronosyl-transferase 2 family, polypeptide B1	NM_152811	2.02	Mus musculus UDP glucuronosyl-transferase 2 family, polypeptide B1 (Ugt2b1), mRNA.
Mirlet7c-2	microRNA let7c-2	NR_029729	2.02	Mus musculus microRNA let7c-2 (Mirlet7c-2), microRNA.
Mup2	major urinary protein 2	NM_001045550	2.01	Mus musculus major urinary protein 2 (Mup2), transcript variant 2, mRNA.
n-R5s77	nuclear encoded rRNA 5S 77 [Source:MGI Symbol;Acc:MGI:4421925]	ENSMUST00000083<br>757	2.01	nuclear encoded rRNA 5S 77 [gene_biotype:rRNA transcript_biotype:rRNA]
LOC102635992	major allergen I polypeptide chain 1-like	XM_006540491	2.01	PREDICTED: Mus musculus major allergen I polypeptide chain 1-like (LOC102635992), mRNA.
Olfr749	olfactory receptor 749	NM_020288	2.01	Mus musculus olfactory receptor 749 (Olfr749), mRNA.
Gm13051	predicted gene 13051<br>[Source:MGI Symbol;Acc:MGI:3702694]	ENSMUST00000105<br>730	2.01	predicted gene 13051 [gene_biotype:protein_coding transcript_biotype:protein_coding]
Ccl27a	chemokine (C-C motif) ligand 27A	NM_001164044	2.01	Mus musculus chemokine (C-C motif) ligand 27A (Ccl27a), transcript variant 3, mRNA.
Gm23462	predicted gene, 23462<br>[Source:MGI Symbol;Acc:MGI:5453239]	ENSMUST00000083<br>264	2.00	predicted gene, 23462 [gene_biotype:snRNA transcript_biotype:snRNA]
Sycp1-ps1	synaptonemal complex protein 1, pseudogene 1	NR_024208	2.00	Mus musculus synaptonemal complex protein 1, pseudogene 1 (Sycp1-ps1), non-coding RNA.
Nxpe4	neurexophilin and PC-esterase domain family, member 4	NM_172921	2.00	Mus musculus neurexophilin and PC-esterase domain family, member 4 (Nxpe4), mRNA.
Gm25528	predicted gene, 25528<br>[Source:MGI Symbol;Acc:MGI:5455305]	ENSMUST00000180<br>264	2.00	predicted gene, 25528 [gene_biotype:snoRNA transcript_biotype:snoRNA]

Supplement Table S2. List of genes (by $3 > |FC| \geq 2$) downregulated by C3 deficiency-induced constipation

Gene Symbol	Gene Name	Accession No.	Fold of change	GO category
Gm23806	predicted gene, 23806 [Source:MGI Symbol;Acc:MGI:5453583]	ENSMUST00000175157	-2.99	predicted gene, 23806 [gene_biotype:rRNA transcript_biotype:rRNA]
Igkv4-58	immunoglobulin kappa variable 4-58	OTTMUST00000132705	-2.98	immunoglobulin kappa variable 4-58 [gene_biotype:IG_gene transcript_biotype:IG_gene]
Gabra4	gamma-aminobutyric acid (GABA) A receptor, subunit alpha 4 ribonuclease, RNase A family, 2B (liver, eosinophil-derived neurotoxin)	NM_010251	-2.95	Mus musculus gamma-aminobutyric acid (GABA) A receptor, subunit alpha 4 (Gabra4), mRNA.
Rnase2b	ribonuclease, RNase A family, 2B (liver, eosinophil-derived neurotoxin)	NM_019398	-2.93	Mus musculus ribonuclease, RNase A family, 2B (liver, eosinophil-derived neurotoxin) (Rnase2b), mRNA.
Gm22549	predicted gene, 22549 [Source:MGI Symbol;Acc:MGI:5452326]	ENSMUST00000178461	-2.89	predicted gene, 22549 [gene_biotype:snRNA transcript_biotype:snRNA]
Gm22939	predicted gene, 22939 [Source:MGI Symbol;Acc:MGI:5452716]	ENSMUST00000103958	-2.86	predicted gene, 22939 [gene_biotype:snoRNA transcript_biotype:snoRNA]
n-R5s166	nuclear encoded rRNA 5S 166 [Source:MGI Symbol;Acc:MGI:4422030]	ENSMUST00000082898	-2.85	nuclear encoded rRNA 5S 166 [gene_biotype:rRNA transcript_biotype:rRNA]
Gm10238	predicted pseudogene 10238 [Source:MGI Symbol;Acc:MGI:3641620]	ENSMUST00000089689	-2.79	predicted pseudogene 10238 [gene_biotype:unprocessed_pseudogene transcript_biotype:unprocessed_pseudogene]
Slc13a1	solute carrier family 13 (sodium/sulfate symporters), member 1	NM_019481	-2.77	Mus musculus solute carrier family 13 (sodium/sulfate symporters), member 1 (Slc13a1), mRNA.
Pah	phenylalanine hydroxylase	NM_008777	-2.77	Mus musculus phenylalanine hydroxylase (Pah), mRNA.
B4galnt1	beta-1,4-N-acetyl-galactosaminyl transferase 1	NM_001244617	-2.76	Mus musculus beta-1,4-N-acetyl-galactosaminyl transferase 1 (B4galnt1), transcript variant 3, mRNA.
Glp1r	glucagon-like peptide 1 receptor	NM_021332	-2.76	Mus musculus glucagon-like peptide 1 receptor (Glp1r), mRNA.
Ly6g6c	lymphocyte antigen 6 complex, locus G6C	NM_023463	-2.76	Mus musculus lymphocyte antigen 6 complex, locus G6C (Ly6g6c), mRNA.
Gm23523	predicted gene, 23523 [Source:MGI Symbol;Acc:MGI:5453300]	ENSMUST00000180190	-2.76	predicted gene, 23523 [gene_biotype:snRNA transcript_biotype:snRNA]
Gm24793	predicted gene, 24793 [Source:MGI Symbol;Acc:MGI:5454570]	ENSMUST00000104289	-2.75	predicted gene, 24793 [gene_biotype:snoRNA transcript_biotype:snoRNA]

Vmn2r16	vomeronasal 2, receptor 16	NM_001104627	-2.71	Mus musculus vomeronasal 2, receptor 16 (Vmn2r16), mRNA.
Gm5449	predicted pseudogene 5449 [Source:MGI Symbol;Acc:MGI:3643792]	ENSMUST00000081132	-2.71	predicted pseudogene 5449 [gene_biotype:protein_coding transcript_biotype:protein_coding]
Aldh1l2	aldehyde dehydrogenase 1 family, member L2	NM_153543	-2.70	Mus musculus aldehyde dehydrogenase 1 family, member L2 (Aldh1l2), mRNA.
Igkv12-38	immunoglobulin kappa chain variable 12-38	OTTMUST00000132920	-2.66	immunoglobulin kappa chain variable 12-38 [gene_biotype:IG_gene transcript_biotype:IG_gene]
1810009J06Rik	RIKEN cDNA 1810009J06 gene	NM_023707	-2.64	Mus musculus RIKEN cDNA 1810009J06 gene (1810009J06Rik), mRNA.
Nucb2	nucleobindin 2	NM_001130479	-2.62	Mus musculus nucleobindin 2 (Nucb2), mRNA.
n-R5s183	nuclear encoded rRNA 5S 183 [Source:MGI Symbol;Acc:MGI:4422048]	ENSMUST00000083939	-2.61	nuclear encoded rRNA 5S 183 [gene_biotype:rRNA transcript_biotype:rRNA]
Capn6	calpain 6	NM_007603	-2.60	Mus musculus calpain 6 (Capn6), mRNA.
Olfr1375	olfactory receptor 1375	NM_146516	-2.58	Mus musculus olfactory receptor 1375 (Olfr1375), mRNA.
Trav6-3	T cell receptor alpha variable 6-3	OTTMUST00000035959	-2.58	T-cell receptor alpha, variable 6-3 [gene_biotype:TR_gene transcript_biotype:TR_gene]
C3	complement component 3	NM_009778	-2.54	Mus musculus complement component 3 (C3), mRNA.
Vsig2	V-set and immunoglobulin domain containing 2	NM_020518	-2.53	Mus musculus V-set and immunoglobulin domain containing 2 (Vsig2), mRNA.
Igkv9-124	immunoglobulin kappa chain variable 9-124	OTTMUST00000131782	-2.53	immunoglobulin kappa chain variable 9-124 [gene_biotype:IG_gene transcript_biotype:IG_gene]
		NONMMUT023848	-2.52	Non-coding transcript identified by NONCODE
		NONMMUT033438	-2.52	Non-coding transcript identified by NONCODE: Linc
Traj43	T cell receptor alpha joining 43	OTTMUST00000134525	-2.52	T cell receptor alpha joining 43 [gene_biotype:TR_gene transcript_biotype:TR_gene]
Klf15	Kruppel-like factor 15	NM_023184	-2.52	Mus musculus Kruppel-like factor 15 (Klf15), mRNA.
Gm5388	predicted gene 5388 [Source:MGI Symbol;Acc:MGI:3647395]	ENSMUST00000120059	-2.49	predicted gene 5388 [gene_biotype:processed_pseudogene transcript_biotype:processed_pseudogene]

Ighv1-73	immunoglobulin heavy variable 1-73	OTTMUST00000131350	-2.47	immunoglobulin heavy variable 1-73[<i>gene_biotype</i> :IG_pseudogene transcript_biotpe:IG_pseudogene]
Gm17615	predicted gene, 17615 [Source:MGI Symbol;Acc:MGI:4937249]	ENSMUST00000166105	-2.47	predicted gene, 17615 [<i>gene_biotype</i> :protein_coding transcript_biotpe:protein_coding]
Gm11309	predicted gene 11309 [Source:MGI Symbol;Acc:MGI:3650169]	ENSMUST00000127108	-2.46	predicted gene 11309 [<i>gene_biotype</i> :antisense transcript_biotpe:antisense]
Abca12	ATP-binding cassette, sub-family A (ABC1), member 12	NM_175210	-2.45	Mus musculus ATP-binding cassette, sub-family A (ABC1), member 12 (Abca12), mRNA.
Gm20444	predicted gene 20444 [Source:MGI Symbol;Acc:MGI:5141909]	ENSMUST00000174014	-2.45	predicted gene 20444 [<i>gene_biotype</i> :processed_transcript transcript_biotpe:processed_transcript]
Myh6	myosin, heavy polypeptide 6, cardiac muscle, alpha	NM_001164171	-2.45	Mus musculus myosin, heavy polypeptide 6, cardiac muscle, alpha (Myh6), transcript variant 1, mRNA.
Tmem28	transmembrane protein 28	NM_001081283	-2.44	Mus musculus transmembrane protein 28 (Tmem28), mRNA.
Casc4	cancer susceptibility candidate 4	NM_001205369	-2.44	Mus musculus cancer susceptibility candidate 4 (Casc4), transcript variant 3, mRNA.
Krt17	keratin 17	NM_010663	-2.43	Mus musculus keratin 17 (Krt17), mRNA.
Luzp4	leucine zipper protein 4	NM_001114383	-2.43	Mus musculus leucine zipper protein 4 (Luzp4), mRNA.
Retnlb	resistin like beta	NM_023881	-2.43	Mus musculus resistin like beta (Retnlb), mRNA.
Gm26276	predicted gene, 26276 [Source:MGI Symbol;Acc:MGI:5456053]	ENSMUST00000157099	-2.42	predicted gene, 26276 [<i>gene_biotype</i> :snoRNA transcript_biotpe:snoRNA]
Olfir503	olfactory receptor 503	NM_001011527	-2.42	Mus musculus olfactory receptor 503 (Olfir503), mRNA.
Vmn2r9	vomeronasal 2, receptor 9	NM_001104621	-2.41	Mus musculus vomeronasal 2, receptor 9 (Vmn2r9), mRNA.
n-R5s43	nuclear encoded rRNA 5S 43 [Source:MGI Symbol;Acc:MGI:4421888]	ENSMUST00000122739	-2.40	nuclear encoded rRNA 5S 43 [<i>gene_biotype</i> :rRNA transcript_biotpe:rRNA]
		GENSCAN000000051494	-2.40	cdna:genscan chromosome:GRCm38:7:11610117:11613559:1 transcript_biotpe:protein_coding
Gm24573	predicted gene, 24573 [Source:MGI Symbol;Acc:MGI:5454350]	ENSMUST00000175499	-2.39	predicted gene, 24573 [<i>gene_biotype</i> :rRNA transcript_biotpe:rRNA]

Gm23752	predicted gene, 23752<br>[Source:MGI Symbol;Acc:MGI:5453529]	ENSMUST000001575<br>84	-2.39	predicted gene, 23752 [gene_biotype:rRNA transcript_biotype:rRNA]
Gm25614	predicted gene, 25614<br>[Source:MGI Symbol;Acc:MGI:5455391]	ENSMUST000001040<br>13	-2.38	predicted gene, 25614 [gene_biotype:snoRNA transcript_biotype:snoRNA]
Gm25460	predicted gene, 25460<br>[Source:MGI Symbol;Acc:MGI:5455237]	ENSMUST000001579<br>54	-2.38	predicted gene, 25460 [gene_biotype:snoRNA transcript_biotype:snoRNA]
Iglc3	immunoglobulin lambda constant 3	OTTMUST00000132<br>547	-2.38	immunoglobulin lambda constant 3 [gene_biotype:IG_gene transcript_biotype:IG_gene]
Gm25834	predicted gene, 25834<br>[Source:MGI Symbol;Acc:MGI:5455611]	ENSMUST000001589<br>16	-2.37	predicted gene, 25834 [gene_biotype:snRNA transcript_biotype:snRNA]
Vmn2r72	vomer nasal 2, receptor 72	NM_001105185	-2.35	Mus musculus vomer nasal 2, receptor 72 (Vmn2r72), mRNA.
		NONMMUT017874	-2.34	Non-coding transcript identified by NONCODE
Gm25308	predicted gene, 25308<br>[Source:MGI Symbol;Acc:MGI:5455085]	ENSMUST000001041<br>71	-2.34	predicted gene, 25308 [gene_biotype:snRNA transcript_biotype:snRNA]
Derl3	Der1-like domain family, member 3	NM_024440	-2.34	Mus musculus Der1-like domain family, member 3 (Derl3), mRNA.
		NONMMUT018767	-2.33	Non-coding transcript identified by NONCODE
Gm23448	predicted gene, 23448<br>[Source:MGI Symbol;Acc:MGI:5453225]	ENSMUST000000831<br>51	-2.33	predicted gene, 23448 [gene_biotype:snRNA transcript_biotype:snRNA]
LOC102640059	uncharacterized LOC102640059	XR_383335	-2.32	PREDICTED: Mus musculus uncharacterized LOC102640059 (LOC102640059), transcript variant X7, ncRNA.
		NONMMUT073033	-2.32	Non-coding transcript identified by NONCODE
5430401H09Rik	RIKEN cDNA 5430401H09 gene	XR_381430	-2.30	PREDICTED: Mus musculus RIKEN cDNA 5430401H09 gene (5430401H09Rik), transcript variant X2, misc_RNA.
Gm23534	predicted gene, 23534<br>[Source:MGI Symbol;Acc:MGI:5453311]	ENSMUST000001575<br>39	-2.30	predicted gene, 23534 [gene_biotype:snoRNA transcript_biotype:snoRNA]
Usp2	ubiquitin specific peptidase 2	NM_016808	-2.29	Mus musculus ubiquitin specific peptidase 2 (Usp2), transcript variant 1, mRNA.
Amy1	amylase 1, salivary	NM_001110505	-2.28	Mus musculus amylase 1, salivary (Amy1), transcript variant 2, mRNA.

Gm5356	predicted pseudogene 5356 [Source:MGI Symbol;Acc:MGI:3643649]	ENSMUST00000093326	-2.27	predicted pseudogene 5356 [gene_biotype:processed_pseudogene transcript_biotype:processed_pseudogene]
Cela3a	chymotrypsin-like elastase family, member 3A	NM_001126318	-2.26	Mus musculus chymotrypsin-like elastase family, member 3A (Cela3a), mRNA.
Olfr1390	olfactory receptor 1390	NM_147065	-2.26	Mus musculus olfactory receptor 1390 (Olfr1390), mRNA.
Olfr1361	olfactory receptor 1361	NM_146541	-2.26	Mus musculus olfactory receptor 1361 (Olfr1361), mRNA.
Cyp2b23	cytochrome P450, family 2, subfamily b, polypeptide 23	NM_001081148	-2.25	Mus musculus cytochrome P450, family 2, subfamily b, polypeptide 23 (Cyp2b23), mRNA.
Gm13780	predicted gene 13780 [Source:MGI Symbol;Acc:MGI:3650707]	ENSMUST00000150482	-2.24	predicted gene 13780 [gene_biotype:lincRNA transcript_biotype:lincRNA]
Nlrp5	NLR family, pyrin domain containing 5	NM_001039143	-2.24	Mus musculus NLR family, pyrin domain containing 5 (Nlrp5), transcript variant 2, mRNA.
Gm24520	predicted gene, 24520 [Source:MGI Symbol;Acc:MGI:5454297]	ENSMUST00000179510	-2.24	predicted gene, 24520 [gene_biotype:miRNA transcript_biotype:miRNA]
Cml2	camello-like 2	NM_053096	-2.24	Mus musculus camello-like 2 (Cml2), mRNA.
Klk1b21	kallikrein 1-related peptidase b21	NM_010642	-2.24	Mus musculus kallikrein 1-related peptidase b21 (Klk1b21), mRNA.
Gm23335	predicted gene, 23335 [Source:MGI Symbol;Acc:MGI:5453112]	ENSMUST00000117021	-2.23	predicted gene, 23335 [gene_biotype:miRNA transcript_biotype:miRNA]
Igkv4-80	immunoglobulin kappa variable 4-80	OTTMUST000000132412	-2.23	immunoglobulin kappa variable 4-80 [gene_biotype:IG_gene transcript_biotype:IG_gene]
Tex9	testis expressed gene 9	NM_009359	-2.23	Mus musculus testis expressed gene 9 (Tex9), mRNA.
Gm23616	predicted gene, 23616 [Source:MGI Symbol;Acc:MGI:5453393]	ENSMUST00000177797	-2.21	predicted gene, 23616 [gene_biotype:miRNA transcript_biotype:miRNA]
Gm22120	predicted gene, 22120 [Source:MGI Symbol;Acc:MGI:5451897]	ENSMUST00000175590	-2.21	predicted gene, 22120 [gene_biotype:miRNA transcript_biotype:miRNA]
Gm23790	predicted gene, 23790 [Source:MGI Symbol;Acc:MGI:5453567]	ENSMUST00000083013	-2.20	predicted gene, 23790 [gene_biotype:snRNA transcript_biotype:snRNA]
Mir26a-1	microRNA 26a-1	NR_029742	-2.20	Mus musculus microRNA 26a-1 (Mir26a-1), microRNA.
1810018F18Rik	RIKEN cDNA 1810018F18 gene	NR_038140	-2.20	Mus musculus RIKEN cDNA 1810018F18 gene (1810018F18Rik), long non-coding RNA.

Olfr1414	olfactory receptor 1414	NM_147039	-2.20	Mus musculus olfactory receptor 1414 (Olfr1414), mRNA.
Gm25627	predicted gene, 25627<br>[Source:MGI Symbol;Acc:MGI:5455404]	ENSMUST00000084003	-2.20	predicted gene, 25627 [gene_biotype:snRNA transcript_biotype:snRNA]
Lct	lactase	NM_001081078	-2.19	Mus musculus lactase (Lct), mRNA.
Gm22598	predicted gene, 22598<br>[Source:MGI Symbol;Acc:MGI:5452375]	ENSMUST00000157600	-2.19	predicted gene, 22598 [gene_biotype:snoRNA transcript_biotype:snoRNA]
Olfr854	olfactory receptor 854	NM_146522	-2.18	Mus musculus olfactory receptor 854 (Olfr854), mRNA.
Ighv1-63	immunoglobulin heavy variable V1-63	OTTMUST00000131236	-2.18	immunoglobulin heavy variable V1-63 [gene_biotype:IG_gene transcript_biotype:IG_gene]
Gm26073	predicted gene, 26073<br>[Source:MGI Symbol;Acc:MGI:5455850]	ENSMUST00000179906	-2.18	predicted gene, 26073 [gene_biotype:miRNA transcript_biotype:miRNA]
Gm24720	predicted gene, 24720<br>[Source:MGI Symbol;Acc:MGI:5454497]	ENSMUST00000157518	-2.17	predicted gene, 24720 [gene_biotype:snRNA transcript_biotype:snRNA]
Olfr1099	olfactory receptor 1099	NM_146768	-2.17	Mus musculus olfactory receptor 1099 (Olfr1099), mRNA.
Gm25249	predicted gene, 25249<br>[Source:MGI Symbol;Acc:MGI:5455026]	ENSMUST00000175471	-2.17	predicted gene, 25249 [gene_biotype:miRNA transcript_biotype:miRNA]
Pilrb2	paired immunoglobulin-like type 2 receptor beta 2	NM_001024932	-2.17	Mus musculus paired immunoglobulin-like type 2 receptor beta 2 (Pilrb2), mRNA.
n-R5s176	nuclear encoded rRNA 5S 176 [Source:MGI Symbol;Acc:MGI:4422041]	ENSMUST00000082683	-2.16	nuclear encoded rRNA 5S 176 [gene_biotype:rRNA transcript_biotype:rRNA]
Gm23322	predicted gene, 23322<br>[Source:MGI Symbol;Acc:MGI:5453099]	ENSMUST00000104464	-2.16	predicted gene, 23322 [gene_biotype:snRNA transcript_biotype:snRNA]
Gm30132	predicted gene, 30132	XR_387921	-2.15	PREDICTED: Mus musculus predicted gene, 30132 (Gm30132), transcript variant X1, ncRNA.
		NONMMUT029950	-2.15	Non-coding transcript identified by NONCODE
Gm41	melanoma antigen, family B, 4 pseudogene	NR_036689	-2.15	Mus musculus predicted pseudogene 41 (Gm41), non-coding RNA.
Gm26184	predicted gene, 26184<br>[Source:MGI Symbol;Acc:MGI:5455961]	ENSMUST00000157686	-2.15	predicted gene, 26184 [gene_biotype:snoRNA transcript_biotype:snoRNA]
Hoxc13	homeobox C13	NM_010464	-2.15	Mus musculus homeobox C13 (Hoxc13), mRNA.

Trgj3	T cell receptor gamma joining 3	OTTMUST00000134774	-2.15	T cell receptor gamma joining 3 [gene_biotype:TR_gene transcript_biotype:TR_gene]
Car1	carbonic anhydrase 1	NM_001083957	-2.15	Mus musculus carbonic anhydrase 1 (Car1), transcript variant 2, mRNA.
		NONMMUT018234	-2.14	Non-coding transcript identified by NONCODE
Gm6194	transmembrane protein 189 pseudogene	NR_033512	-2.14	Mus musculus predicted gene 6194 (Gm6194), non-coding RNA.
Gm24678	predicted gene, 24678 [Source:MGI Symbol;Acc:MGI:5454455]	ENSMUST00000158756	-2.14	predicted gene, 24678 [gene_biotype:snRNA transcript_biotype:snRNA]
Mir669h	microRNA 669h	NR_035418	-2.14	Mus musculus microRNA 669h (Mir669h), microRNA.
Gm23003	predicted gene, 23003 [Source:MGI Symbol;Acc:MGI:5452780]	ENSMUST00000179948	-2.14	predicted gene, 23003 [gene_biotype:snRNA transcript_biotype:snRNA]
Gm22013	predicted gene, 22013 [Source:MGI Symbol;Acc:MGI:5451790]	ENSMUST00000158788	-2.13	predicted gene, 22013 [gene_biotype:snRNA transcript_biotype:snRNA]
Pak6	p21 protein (Cdc42/Rac)-activated kinase 6	NM_001033254	-2.13	Mus musculus p21 protein (Cdc42/Rac)-activated kinase 6 (Pak6), transcript variant 1, mRNA.
Ccin	calicin	NM_001002787	-2.12	Mus musculus calicin (Ccin), mRNA.
n-R5s19	nuclear encoded rRNA 5S 19 [Source:MGI Symbol;Acc:MGI:4421753]	ENSMUST00000122793	-2.12	nuclear encoded rRNA 5S 19 [gene_biotype:rRNA transcript_biotype:rRNA]
D830046C22Rik	RIKEN cDNA D830046C22 gene	NR_033147	-2.12	Mus musculus RIKEN cDNA D830046C22 gene (D830046C22Rik), long non-coding RNA.
Gm2825	predicted gene 2825	NM_001168337	-2.11	Mus musculus predicted gene 2825 (Gm2825), mRNA.
Slc9a3	solute carrier family 9 (sodium/hydrogen exchanger), member 3	NM_001081060	-2.11	Mus musculus solute carrier family 9 (sodium/hydrogen exchanger), member 3 (Slc9a3), mRNA.
		NONMMUT053036	-2.10	Non-coding transcript identified by NONCODE: Antisense
Banf2os	barrier to autointegration factor 2, opposite strand	XR_866789	-2.10	PREDICTED: Mus musculus barrier to autointegration factor 2, opposite strand (Banf2os), transcript variant X2, ncRNA.
5430416O09Rik	RIKEN cDNA 5430416O09 gene	NR_033355	-2.08	Mus musculus RIKEN cDNA 5430416O09 gene (5430416O09Rik), long non-coding RNA.
Cpn1	carboxypeptidase N, polypeptide 1	NM_030703	-2.08	Mus musculus carboxypeptidase N, polypeptide 1 (Cpn1), mRNA.

Gm23314	predicted gene, 23314<br>[Source:MGI Symbol;Acc:MGI:5453091]	ENSMUST000001572<br>18	-2.08	predicted gene, 23314 [gene_biotype:snRNA transcript_biotype:snRNA]
Dux	double homeobox	NM_001081954	-2.08	Mus musculus double homeobox (Dux), mRNA.
Gm22070	predicted gene, 22070<br>[Source:MGI Symbol;Acc:MGI:5451847]	ENSMUST000001784<br>75	-2.07	predicted gene, 22070 [gene_biotype:snRNA transcript_biotype:snRNA]
Adra1d	adrenergic receptor, alpha 1d	NM_013460	-2.07	Mus musculus adrenergic receptor, alpha 1d (Adra1d), mRNA.
Gm22792	predicted gene, 22792<br>[Source:MGI Symbol;Acc:MGI:5452569]	ENSMUST000001572<br>25	-2.07	predicted gene, 22792 [gene_biotype:snoRNA transcript_biotype:snoRNA]
Gm17079	predicted gene 17079	XR_874617	-2.07	PREDICTED: Mus musculus predicted gene 17079 (Gm17079), ncRNA.
Cntn5	contactin 5	NM_001033359	-2.07	Mus musculus contactin 5 (Cntn5), transcript variant 2, mRNA.
Alpi	alkaline phosphatase, intestinal	NM_001081082	-2.06	Mus musculus alkaline phosphatase, intestinal (Alpi), mRNA.
Krt31	keratin 31	NM_010659	-2.06	Mus musculus keratin 31 (Krt31), mRNA.
Nov	nephroblastoma over-expressed gene	NM_010930	-2.06	Mus musculus nephroblastoma overexpressed gene (Nov), mRNA.
Olfr45	olfactory receptor 45	NM_146963	-2.06	Mus musculus olfactory receptor 45 (Olfr45), mRNA.
1700044C05Rik	RIKEN cDNA 1700044C05 gene	NR_045624	-2.06	Mus musculus RIKEN cDNA 1700044C05 gene (1700044C05Rik), long non-coding RNA.
Stk-ps2	serine/threonine kinase 2	NR_037690	-2.06	Mus musculus serine/threonine kinase 2 (Stk-ps2), transcript variant 2, non-coding RNA.
Gm25937	predicted gene, 25937<br>[Source:MGI Symbol;Acc:MGI:5455714]	ENSMUST000000839<br>12	-2.05	predicted gene, 25937 [gene_biotype:snRNA transcript_biotype:snRNA]
Gm25873	predicted gene, 25873<br>[Source:MGI Symbol;Acc:MGI:5455650]	ENSMUST000001803<br>17	-2.05	predicted gene, 25873 [gene_biotype:snRNA transcript_biotype:snRNA]
		NONMMUT058433	-2.05	Non-coding transcript identified by NONCODE: Antisense
Neurod2	neurogenic differentiation 2	NM_010895	-2.04	Mus musculus neurogenic differentiation 2 (Neurod2), mRNA.
Fkbp11	FK506 binding protein 11	NM_024169	-2.04	Mus musculus FK506 binding protein 11 (Fkbp11), mRNA.
Gm3250	predicted gene 3250	XM_006514351	-2.04	PREDICTED: Mus musculus predicted gene 3250 (Gm3250), mRNA.
Gm25906	predicted gene, 25906<br>[Source:MGI Symbol;Acc:MGI:5455683]	ENSMUST000001584<br>89	-2.03	predicted gene, 25906 [gene_biotype:snoRNA transcript_biotype:snoRNA]

Muc4	mucin 4	NM_080457	-2.03	Mus musculus mucin 4 (Muc4), mRNA.
Dmbt1	deleted in malignant brain tumors 1	NM_007769	-2.03	Mus musculus deleted in malignant brain tumors 1 (Dmbt1), mRNA.
Gm25589	predicted gene, 25589 [Source:MGI Symbol;Acc:MGI:5455366]	ENSMUST00000082502	-2.03	predicted gene, 25589 [gene_biotype:snRNA transcript_biotype:snRNA]
Asns	asparagine synthetase	NM_012055	-2.03	Mus musculus asparagine synthetase (Asns), mRNA.
Gm19554	predicted gene, 19554	XR_871169	-2.03	PREDICTED: Mus musculus predicted gene, 19554 (Gm19554), transcript variant X1, ncRNA.
Atp12a	ATPase, H ⁺ /K ⁺ transporting, nongastric, alpha polypeptide	NM_138652	-2.02	Mus musculus ATPase, H ⁺ /K ⁺ transporting, nongastric, alpha polypeptide (Atp12a), mRNA.
Gm22427	predicted gene, 22427 [Source:MGI Symbol;Acc:MGI:5452204]	ENSMUST00000103922	-2.02	predicted gene, 22427 [gene_biotype:miRNA transcript_biotype:miRNA]
Gm23251	predicted gene, 23251 [Source:MGI Symbol;Acc:MGI:5453028]	ENSMUST00000103773	-2.02	predicted gene, 23251 [gene_biotype:miRNA transcript_biotype:miRNA]
Zfp474	zinc finger protein 474	NM_025749	-2.02	Mus musculus zinc finger protein 474 (Zfp474), mRNA.
Olfr680-ps1	olfactory receptor 680, pseudogene 1	OTTMUST00000112019	-2.02	olfactory receptor 680, pseudogene 1 [gene_biotype:unprocessed_pseudogene transcript_biotype:unprocessed_pseudogene]
Trbj1-7	T cell receptor beta joining 1-7	OTTMUST00000129890	-2.01	T cell receptor beta joining 1-7 [gene_biotype:TR_gene transcript_biotype:TR_gene]
Taf1d	TATA box binding protein (Tbp)-associated factor, RNA polymerase I, D	XR_870541	-2.01	PREDICTED: Mus musculus TATA box binding protein (Tbp)-associated factor, RNA polymerase I, D (Taf1d), transcript variant X3, misc_RNA.
Gm24919	predicted gene, 24919 [Source:MGI Symbol;Acc:MGI:5454696]	ENSMUST00000083020	-2.00	predicted gene, 24919 [gene_biotype:snRNA transcript_biotype:snRNA]
Fkbp5	FK506 binding protein 5	NM_010220	-2.00	Mus musculus FK506 binding protein 5 (Fkbp5), mRNA.
Prss3	protease, serine 3	NM_011645	-2.00	Mus musculus protease, serine 3 (Prss3), mRNA.

Supplement Table S3. RT-qPCR primer sequence of target gene

Gene name	Sequence (from 5' to 3')
<i>EDN1</i>	
Forward	AAAAA ACCCA GAGGC GATCA
Reverse	TGCAA ATGGA ACTCA ATGCA A
<i>RETNLB</i>	
Forward	CCTGC ACTAG TGTCA CGTCT TCTG
Reverse	AAGCA CATCC AGTGA CAACC AT
<i>NXPE4</i>	
Forward	CACCA CCATT CCGAA TTGG
Reverse	AGCTG TCCAG TGAAA CCATC TCT
<i>ALPI</i>	
Forward	TGGCA ATGGT CCAGG TTATG A
Reverse	AACAC TCTGA GCTTC GGTGA CA
<i>C-kit</i>	
Forward	TGTTG CCTTC ACGGT TTTCC
Reverse	AACGA TCACT TCTTC CAGGT TCA
<i>MUC1</i>	
Forward	CGCCA GCCTT GAGTT TGTTT
Reverse	GAAGA AAGGA GCCCG AATGC
<i>MUC2</i>	
Forward	GCA CAT TCC TTC GCA TCT TAA A
Reverse	AAA GCA AAG AAT GGA ACA GAA CAG AAA CTC
<i>KLF4</i>	
Forward	GGTGC AGCTT GCAGC AGTAA
Reverse	AAGTC TAGGT CCAGG AGGTC GTT
<i>AQP3</i>	
Forward	GGTGG TCCTG GTCAT TGGAA
Reverse	AGTCA CGGGC AGGGT TGA
<i>AQP8</i>	
Forward	TCGCT GGCAG TCACA GTGA
Reverse	TCCAA ATAGC TGGGA GATCC A
<i>β-actin</i>	
Forward	TGGAA TCCTG TGGCA TCCAT GAAAC
Reverse	TAAAA CGCAG CTCAG TAACA GTCCG

How the deposited data were processed for this re-analysis (not part of the article)

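Mid colon RNA samples for 16-week-old WT and C3 KO mice were measured on the Mouse Gene 2.0 ST array, with 1 array per group and 2 arrays in all. The paper's methods describe total RNA, amplification and labeling of cDNA, hybridization, scanning, and normalization by gene-level RMA in Affymetrix Power Tools. The gene table with all 41345 probe sets, the series table and the table of 2529 clusters at least 1.5-fold different hold the same normalized values for the same clusters. These values are on the log2 scale, as the authors deposited them. The table of 2529 clusters also holds a signed fold, which the authors computed as C3 KO over WT on the linear scale, with a minus sign and the inverse where C3 KO is lower. Its volume column equals the geometric mean of the 2 log2 values. The p-values are those of the authors, from the KEGG and GO enrichment tables they deposited, and compare numbers of genes; the enrichment test is not named in the text used here. No p-value was computed for a gene, because 1 array per group leaves no error between mice. No total counts exist for arrays, and their number limits the precision.
The 33793 transcript clusters of the main category were analysed, of which 31873 carry 1 of 30921 gene symbols and 1920 carry none. For 657 symbols with more than 1 cluster, the gene's value is the mean log2 level over its clusters. Differences are C3 KO minus WT, and a cluster or gene was called higher or lower at 1.5-fold, a log2 difference of 0.58; counts at 2-fold and 3-fold are given as well. Conditions, gene lists, the threshold, the alternatives and the rule for named genes were fixed before the data were examined. The rule names the 10 genes with the largest fold in each direction, the 2 members of each gene list with the largest fold in each direction at a mean level of at least 5, and every gene the paper's text names. The folds printed in the paper's text and tables had been seen when the rule was written. Genes outside the rule are named as members of a list, or are said to be chosen after their values were seen.
For each of 34 gene lists, the members at least 1.5-fold higher and lower were counted, and the median log2 difference was placed among the medians of 10000 random gene lists, each member drawn from the 200 genes nearest in mean level (seed 11). Lists that the study chose on these arrays, such as the acinar genes the tables print, are not independent evidence of their direction. Olfactory receptor clusters were compared with the 50 clusters nearest in level. Background is the median of 23 antigenomic probe sets.
Coordinates are those of the deposited annotation. Its clusters were checked against GRCm38.p6 by symbol, and 98.0% of 27427 matched clusters overlapped their gene. All 244 descriptions that name a build name GRCm38.
The procedure was tested on simulated data before use: of lists with no shift, 6% fell outside the middle 95%, and of lists shifted by 0.5 log2, 100%. The simulated lists held 20 genes drawn at random, with noise independent between genes. Genes of the lists used here may move together, so the 6% need not hold for them. The alternatives were centring on the median, centring by loess on level (fraction 0.3), the series table, no filter, minimum mean levels of 4 and 6, the brightest cluster of each gene and 1 value per gene. Clusters with at least 16 probes, clusters without cross-hybridization (type 1) and a count without acinar, Y-linked and Xist genes were added after the data were seen. The RT-qPCR, cell and acetate experiments were not analysed here. Python 3.11.15 was used with pandas 2.3.3, numpy 2.4.6, scipy 1.17.1, statsmodels 0.14.6 and matplotlib 3.10.9.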

Additional observations from a re-analysis of the deposited data (not part of the article)

Results flagged for a closer look

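The test on the rank of the acinar genes was chosen after the result was seen and the other tests were not, while the intron controls were looked at because of their values.
Y-linked genes were higher and Xist lower in the C3 KO array. Xist, which the paper does not discuss, had a log2 difference of -6.54, whose size is not exact because its C3 KO level is below the background median of 3.99, and the X-linked partners of Y-linked genes had a median of -0.15. The median WT level of Eif2s3y, Uty, Kdm5d and Ddx3y was 3.67, below the array median of 5.51, and Xist lay at 3.81 in the C3 KO array, below its median of 5.46. These values are consistent with a female WT sample and a male C3 KO sample, and with 1 array per group, sex and genotype then differ together for every gene. They argue against 2 samples of the same sex, since Xist stood at 10.35 in the WT array and the 4 Y-linked genes at 7.68 to 8.40 in the C3 KO array. The sex of the mice is not stated in the text used here, and a role of the genotype for these genes besides sex was not tested.
The pancreatic enzyme genes were lower in the C3 KO array by a median of -5.69. The median log2 difference of the housekeeping genes, 0.10, does not decide about a shift of the whole array, because the normalization gives both arrays nearly the same distribution. A shift that keeps the order of the genes would leave the ranks of the 35 acinar genes in place, but their change of rank, in percent of all genes, had a median of -58.7 (SD of the genes 22.1). These genes were chosen with their folds on the same normalized arrays in view, so a large change of rank follows from that choice. It is no separate evidence. Pancreatic tissue in the WT sample stays open: 12 acinar genes that the tables do not print had a median log2 difference of -0.51 (SD of the genes 0.30). This is close to the bound of -0.58 set for this explanation. Of the 12 genes, 11 were below 0 and 1 above, the direction that pancreas in the WT sample would give. Klk1, Spink1 and Sycn of that list were above 10 in both arrays, which could hide a small share of pancreas, and with 1 array per group the explanation cannot be told apart from an effect of the genotype.
Hoxd13 was higher (log2 difference 2.06) while Hoxc13, of the same paralog group, was lower (-1.10), and Fabp2, Isx and other enterocyte genes were lower in the C3 KO array; a piece taken further along the colon could give the changes of Hoxd13 and the enterocyte genes. The other 10 posterior Hox genes, without Hoxd13 and Hoxc13, had a median log2 difference of 0.12, above 0 but below the 0.58 that was set for this explanation. The 21 enterocyte genes that the tables do not print had a median of 0.00. Position along the colon and genotype cannot be told apart here, because 10 genes with differences in both directions do not decide it.
Gene lists that the paper does not discuss had medians outside the middle 95% of random gene lists matched on level. Folds of some of their members are printed in the paper and had been seen when the lists were set. Hepatocyte and plasma protein genes had a median log2 difference of 0.85, with 22 of 38 higher and 1 lower; 7 were higher at a minimum level of 6, and 14 with clusters that match 1 locus, a choice made after the data were seen. B cell genes had a median of 0.32. Stomach genes had -0.43, and genes of endoplasmic reticulum folding and the amino acid response -0.39. Goblet cell genes had -0.24 and mature colonocyte genes -0.10. Glucocorticoid-induced genes had -0.20, with 3 of 13 lower, and circadian clock genes had -0.17, with 2 of 19 higher and 3 lower.
Of 5331 control probe sets for introns, which the paper does not use, 1390 were at least 1.5-fold higher in the C3 KO array and 550 were lower, with a median log2 difference of 0.19. Of 1352 control probe sets for exons, 131 were higher and 104 lower.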

How the results depend on the processing

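No paired analysis was possible because each group has 1 array, and for the same reason no array could be left out. Median centring moved nothing, since the median log2 difference of the clusters is 0.00, and the series table holds the same values, so these alternatives say nothing about stability. The table named raw holds the normalized values, so a separate normalization could not be run. Of the 25 counts and values that answer a comparison, 24 stayed within 1.5 times their value after loess centring, 19 without a filter, 19 at a minimum level of 4, 10 at a minimum level of 6, 17 of 17 with the brightest cluster and 8 of 8 with 1 value per gene. Of 107 named genes, 103 stayed on their side of 1.5-fold after loess centring and 106 with the brightest cluster, and none changed direction under these alternatives. C3 was past 1.5-fold lower under each alternative that gives it a value. Only loess centring changed its log2 difference, from -1.35 to -1.39, so the others say nothing about its stability. The setting without a filter leaves the genes as they are, so counts of genes could not move there. Of the 1.5-fold different clusters, 48.9% were higher in C3 KO as deposited, 53.0% after loess centring and 58.8% without a filter.
After loess centring, 2 small intestinal enterocyte genes were higher instead of 1. Without a filter, which adds control probe sets, clusters higher and lower numbered 2817 and 1977 at 1.5-fold, 895 and 458 at 2-fold, and 211 and 123 at 3-fold. At a minimum level of 4, higher clusters numbered 751 at 1.5-fold, 123 at 2-fold and 19 at 3-fold, olfactory receptor clusters 28 higher and 24 lower, and 0 Y-linked genes were lower. At a minimum level of 6, clusters higher and lower numbered 271 and 220 at 1.5-fold and 41 and 87 at 2-fold, and 10 were higher at 3-fold. There, 0 olfactory receptor clusters were higher and 1 was lower, 1 acinar gene absent from the tables was lower, 2 Y-linked genes were higher and 0 lower, 1 posterior Hox gene was higher and 0 lower, 0 enterocyte genes were higher, 7 hepatocyte genes were higher and 1 B cell gene was higher. These filters leave fewer clusters to count. With at least 16 probes, chosen after seeing the data, clusters higher and lower numbered 561 and 740 at 1.5-fold, 65 and 98 at 2-fold and 6 and 47 at 3-fold, olfactory receptor clusters 14 and 13, and 0 Y-linked genes were lower. With clusters that match 1 locus, also chosen after seeing the data, 138 clusters were 2-fold higher and 14 hepatocyte genes were higher. Without acinar, Y-linked and Xist genes, 34 clusters were 3-fold lower. Signal near the background limits the counts, since clusters with a mean level below 4 pass 1.5-fold most often.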

Differences from the paper's values

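For Retnlb, the paper gives a fold of -2.11 in 1 sentence, where the arrays give -2.43, which is also the paper's value in another sentence. The difference stays under all 7 alternatives set before the data were examined that give Retnlb a value, with a fold of -2.52 after loess centring and -2.43 under the others. For immunoglobulin chains that were at least 2-fold lower, the paper counts 23 and the descriptions of the clusters give 11; the paper used PANTHER/X ontology categories, in which a gene can be counted in duplicate, so the counts are not of the same kind, and none of the alternatives set before the data were examined was run on this count.
The paper's text counts 545 genes at 2-fold, and the arrays give 455, the same as its table. At 3-fold the paper's table has 38 higher and 72 lower, and the arrays give 37 and 71. Its table names a p threshold, and no p-value was used here. Fold alone gives the table's 2529 transcripts at 1.5-fold and its 455 at 2-fold. A p threshold could only lower a count, so it does not explain the larger 3-fold counts of the table.
In 1 sentence, the paper's discussion places the Y-linked genes, Igkv6-32, Olfr870, Edn1 and Nxpe4 among the lower genes and the pancreatic enzymes, Retnlb and Alpi among the higher genes, and its conclusions do the same for the Y-linked genes, Igkv6-32, Olfr870 and the pancreatic enzymes. Another sentence of the discussion gives Edn1 and Nxpe4 as higher and Retnlb and Alpi as lower. On the arrays, Eif2s3y had a log2 difference of 4.89 and Edn1 of 1.04, C3 KO minus WT, and Pnlip had -9.36 and Alpi -1.05, the directions that the paper's results give. The paper assigns Vtn, C7 and Fgg to neuroactive ligand-receptor interaction and the trypsins to complement and coagulation cascades. In the authors' deposited table, Vtn, C7 and Fgg stand under complement and coagulation cascades, and Prss2 and Cckar under neuroactive ligand-receptor interaction. The paper names Slc9a5 beside Slc9a3 among the lower genes, and Slc9a5 had a log2 difference of 0.18. It describes the genes of the volume plot as having high fold changes, and of these Tgm3 and Igk-V21 ranked 2069 and 2297 by fold among 2529 clusters, while Cela1 ranked 44.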

Other observations

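Of 38 hepatocyte and plasma protein genes, 22 were at least 1.5-fold higher in the C3 KO array, 15 stayed within 1.5-fold and 1, Vtn, was lower, with a log2 difference of -2.52. Alb, albumin, had a level of 7.36 in WT and 8.90 in C3 KO, Pzp, a protease inhibitor, 4.59 and 5.94, Gc, the vitamin D binding protein, 5.51 and 6.59, and Trf, transferrin, 7.24 and 8.04. The major urinary proteins were higher as a family, with 12 of 21 Mup genes at least 1.5-fold higher and 0 lower. Mup14 and Mup18, which are near-identical genes, had identical values. The paper prints nearly the same fold for Mup7, Mup13, Mup14, Mup18 and Mup19. Genes of this family may therefore share signal on the array, and the 12 are not separate measurements. Ttr, made by the liver and other tissues, was at 6.89 in both arrays. Of the genes in the list, 8 lay below the background median in the WT array.
Histone genes were higher in 11 of 65 cases and lower in 2. Of 24 interferon-stimulated genes, 4 were higher and 0 lower, among them Oas1e (2.23-fold) and Ifit3b, which lay below the background medians in both arrays, with a median log2 difference of 0.05. Among clock genes, Arntl (1.66-fold) and Npas2 (1.53-fold) were higher, and Usp2 (2.29-fold), Per1 (1.58-fold) and Per2 (1.56-fold) were lower. Among glucocorticoid-induced genes, Klf15 (2.52-fold) and Fkbp5 (2.00-fold) were lower. After loess centring, Npas2 had a log2 difference of 0.57, below 1.5-fold. Of 11 aquaporin genes, 1 was lower, Aqp12, which is also an acinar gene, and Aqp3 and Aqp8 had log2 differences of -0.15 and 0.15. Of 27 anterior and central Hox genes, 1 was lower, Hoxb6 (1.58-fold), and 0 were higher. Of 4 RNAs of X inactivation, Xist was lower and Tsix, Jpx and Ftx stayed within 1.5-fold. Of 69 genes that the paper's text names, 24 were higher and 30 were lower.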
